# Oxidative stress activates a specific p53 transcriptional response that regulates cellular senescence and aging

**DOI:** 10.1111/acel.12060

**Published:** 2013-03-27

**Authors:** Valentina Gambino, Giulia De Michele, Oriella Venezia, Pierluigi Migliaccio, Valentina Dall'Olio, Loris Bernard, Simone Paolo Minardi, Maria Agnese Della Fazia, Daniela Bartoli, Giuseppe Servillo, Myriam Alcalay, Lucilla Luzi, Marco Giorgio, Heidi Scrable, Pier Giuseppe Pelicci, Enrica Migliaccio

**Keywords:** aging genes, oxydative stress, p53, senescence

## Abstract

Oxidative stress is a determining factor of cellular senescence and aging and a potent inducer of the tumour-suppressor p53. Resistance to oxidative stress correlates with delayed aging in mammals, in the absence of accelerated tumorigenesis, suggesting inactivation of selected p53-downstream pathways. We investigated p53 regulation in mice carrying deletion of p66, a mutation that retards aging and confers cellular resistance and systemic resistance to oxidative stress. We identified a transcriptional network of ∼200 genes that are repressed by p53 and encode for determinants of progression through mitosis or suppression of senescence. They are selectively down-regulated in cultured fibroblasts after oxidative stress, and, *in vivo*, in proliferating tissues and during physiological aging. Selectivity is imposed by p66 expression and activation of p44/p53 (also named Delta40p53), a p53 isoform that accelerates aging and prevents mitosis after protein damage. p66 deletion retards aging and increases longevity of p44/p53 transgenic mice. Thus, oxidative stress activates a specific p53 transcriptional response, mediated by p44/p53 and p66, which regulates cellular senescence and aging.

## Introduction

It is postulated that ROS, which form endogenously from metabolism, induce intracellular oxidative stress that increases during lifespan and is mechanistically implicated in various aging phenotypes. Molecular targets of ROS include DNA and intracellular macromolecules such as proteins and membrane lipids (Giorgio *et al*., 2007; Muller *et al*., 2007). Cells activate different mechanisms in response to oxidative stress, including repair pathways, inhibition of cellular proliferation (transient cell-cycle arrest or senescence), or apoptosis. Notably, senescent cells accumulate in various tissues and organs with aging and have been causally implicated in generating age-related phenotypes (Baker *et al*., 2011).

In mammals, increased resistance to oxidative stress is consistently associated with delayed aging, resistance to aging-related diseases and enhanced longevity. In fact, cellular and systemic resistance to pro-oxidants (measured as survival upon hydrogen peroxide – H_2_O_2_ – or paraquat treatments, respectively) has been documented in all the long-lived mutant mice tested, including Klotho and dwarf mice; mice overexpressing thioredoxin or the urokinese-type plasminogen activator; mice carrying homozygote deletion of the growth hormone receptor (GHR−/−), p66shc (p66−/−) or the insulin receptor in the fat tissue (FIRKO); mice with heterozygous mutations of the Igf1 receptor (IGF1R+/−) or the Clk-1 gene (Clk+/−). Enhanced resistance to oxidative stress has been also reported in mice subjected to calorie restriction (CR), a most effective method to extend mammalian lifespan *via* environmental factors (Salmon *et al*., 2005, 2010; Brown-Borg, 2006; Ikeno *et al*., 2009).

The underlying molecular mechanisms are unclear. An increase in anti-oxidative defence mechanisms, including both enzymatic and nonenzymatic systems, was shown in a few long-lived strains (e.g. dwarf mice) but is controversial (CR mice) or not seen (GHR−/−; FIRKO or p66−/− mice) in others (Hauck *et al*., 2002; Bluher *et al*., 2003, 2004; Bokov *et al*., 2004). Notably, over-expression of anti-oxidant enzymes in mice leads to increased oxidative-stress resistance, but except for mitochondrial catalase and thioredoxin, does not prolong lifespan (Huang *et al*., 2000; Giorgio *et al*., 2005; Jang *et al*., 2009; Perez *et al*., 2009, 2011; Ristow & Schmeisser, 2011). Conversely, mice with genetically reduced levels of single components of the anti-oxidant system do not show reduced lifespan (Schriner *et al*., 2005; Zhang *et al*., 2009). Thus, other mechanisms might be responsible for increased oxidative-stress resistance and enhanced longevity of long-lived mice.

Oxidative stress is a potent inducer of the tumour-suppressor p53, which mediates all the antiproliferative cellular responses to oxidative signals, including transient cell-cycle arrest, cellular senescence or apoptosis (Johnson *et al*., 1996). Interestingly, primary cells from long-lived and p53−/− mice are similarly resistant to H_2_O_2_ treatment (Migliaccio *et al*., 1999; Trinei *et al*., 2002), suggesting that activation of p53 signalling by oxidative stress is defective in cells from long-lived mouse models. Attenuation of p53 function, however, is invariably associated with increased tumour formation in mammals, which is, instead, absent in the long-lived mice (Hursting *et al*., 1994; Migliaccio *et al*., 1999; Ikeno *et al*., 2003, 2009; Giorgio *et al*., 2005; Alderman *et al*., 2009). On the contrary, several longevity strains showed reduced cancer occurrence (dwarf, GHR−/− and CR mice).

We report here our investigations on the role of p53 in the increased resistance to oxidative stress of longevous mice, using p66−/− mice as model. p66 is a redox protein that uses reducing equivalents of the mitochondrial electron-transfer chain to generate reactive oxygen species (ROS) (Migliaccio *et al*., 2006). Deletion of p66 in mice induces oxidative-stress resistance, both at systemic and at cellular levels, decreased penetrance of aging-associated diseases (obesity, atherosclerosis, ischaemic injury and diabetes) and delayed aging (Migliaccio *et al*., 2006).

## Results

### p53 transcriptional response to oxidative stress depends on p66

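Primary fibroblasts were taken from embryos of WT mice, of mice lacking p53 and of mice lacking p66, the largest of the proteins made from the Shc1 gene. Each genotype gave 4 arrays of untreated cells and 4 arrays of cells exposed to 400 μM H2O2, an oxidant that damages DNA, proteins and lipids. The sample labels give the exposure as 4 h. RNA was labelled with biotin and hybridized to Affymetrix array strips, on which each transcript is read by probe sets that lie mostly near its 3′ end. The authors normalized the arrays with RMA, which corrects the background, brings the arrays to a common distribution and returns a log2 value for each probe set. The array medians of the deposited values lay between 4.352 and 4.464. Starting from these values, limma fitted a mean for each group of arrays at 45037 probe sets, of which 28898 carried a single gene symbol here. The number of arrays limits the precision of each mean. A probe set is said to pass where it had an unadjusted p under 0.05 and a change of at least 1.5-fold either way, the thresholds of the study. It is said to rise or fall only where its Benjamini-Hochberg adjusted p was under 0.05. A gene counts as dependent on p53 or p66 where its passing probe set with the lowest p in WT cells did not pass in the same direction in the mutant cells. The deleted genes themselves could not check the genotypes. No probe set was named Trp53 here, and the named probe sets of Shc1 lie in its 3′ part, which the other Shc proteins share. The better expressed of them read 7.85 ± 0.08 (SD, n = 4) in untreated WT cells and 8.39 ± 0.19 (SD, n = 4) in untreated p66−/− cells. The treatment labels of the p53−/− arrays run against Dataset S1a. There, the fold changes of p53−/− cells equal the arrays labelled untreated minus the arrays labelled H2O2 at 98.3% of 1798 probe sets, within 0.01 on the log2 scale. Those of WT cells equal H2O2 minus untreated at 99.7% of the same probe sets, and those of p66−/− cells at 99.5%. Values of p53−/− cells are given by their labels, and the reading with the labels exchanged, chosen after the values were seen, turns the sign of every change after H2O2 in these cells. The arrays also fell into sets. The spike-in control lys, an RNA added to every sample, read 6.66 ± 0.26 (SD, n = 12) in replicates 1 and 2 and 4.55 ± 0.48 (SD, n = 12) in replicates 3 and 4, each set holding every combination of genotype and treatment with H2O2.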

To investigate the role of p66 in p53 transcriptional response to oxidative stress, we analysed mRNA profiles of WT, p53−/− and p66−/− mouse embryonic fibroblasts (MEFs; 4 independent preparations from sv129 mice) after high-dose of H_2_O_2_ (Dataset S1). WT MEFs entered both apoptosis and cell-cycle arrest, as previously reported (Lim *et al*., 2008; Gutierrez-Uzquiza *et al*., 2010). In particular, ∼20% of cells underwent apoptosis (Fig. 1A), while near all the others exited the cell cycle (Fig. 1B, left), with ∼25% acquiring signs of senescence (flat and enlarged morphology, positivity to SA-β-Gal–staining; Figs. 1B, right and S1). p66−/− and p53−/− MEFs showed an attenuated apoptotic response and were almost completely unable to exit the cell cycle (Figs 1A,B and S1).

**Fig. 1:**
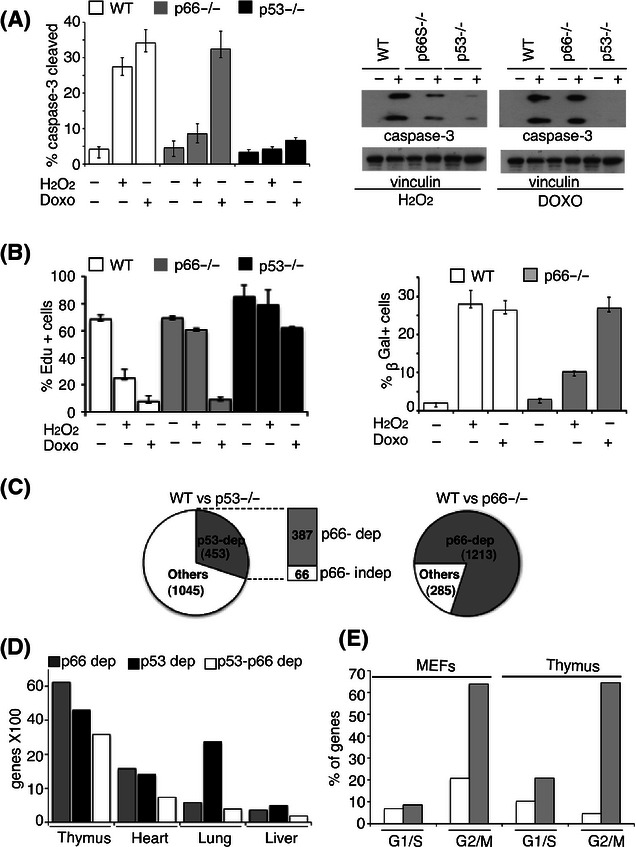
p66 is required for oxidative stress-induced senescence and apoptosis. (A) Apoptosis analysis by FACS (left) and Western blot (right) of cleaved caspase-3 expression in WT, p66−/− and p53−/− MEFs after H2O2 or Doxorubicin (Doxo) treatment; (*n* = 3 Error bars represent standard deviation (SD). (B) EdU (5-ethynyl-2′-deoxyuridine) incorporation (left) and β-Gal quantification (right) of WT, p66−/− and p53-/- MEFs after H2O2 or Doxo treatment; average of 3 independent experiments. Error bars represent SD. (C) The two pies show the number of statistically significant H2O2-induced gene-regulations in WT MEFs (*n* = 1498), and their dependence on p53 (*n* = 453; left pie) or p66 (*n* = 1213; right pie) expression, as derived from the comparison of the WT vs. p53−/− or p66−/− datasets, respectively. The bar of pie (left pie) shows the number of p53-dependent regulations that were also dependent on p66 expression (*n* = 387) or not (*n* = 66). (D) The graph shows the number of genes regulated by p66, p53 or both in the indicated tissues in physiological conditions. (E) Distribution (percentage) of the genes regulated by p53 and p66 in both H2O2-treated MEFs and thymus (up- or down-regulations), according to their indicated functions in the cell-cycle.

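In WT MEFs, Gadd45a, a p53 target that slows cell division after DNA damage, rose from 6.69 ± 0.41 in untreated cells to 9.90 ± 0.36 after H2O2 (log2 value, SD, n = 4 arrays each). Its log2 change was 3.22 (standard error 0.31, adjusted p = 2.8e-06 from limma). Atf3, a transcription factor of stress responses, rose by 2.85 on the log2 scale (standard error 0.27, adjusted p = 2.5e-06). Adm, which encodes the peptide hormone adrenomedullin, fell by 3.04 (standard error 0.36, adjusted p = 2.4e-05). Falls were also seen for Id1 and Id3, inhibitors of transcription factors that drive differentiation, with log2 changes of -2.56 and -2.96. For each of these 5 genes all 4 treated arrays lay beyond all 4 untreated arrays (two-sided exact permutation test, p = 0.029, the smallest that 4 arrays against 4 allow). The rule that picked these genes required this, so that the permutation test adds nothing. Of 32 measured p53 target genes, listed before the data were examined, 14 rose and none fell (19 rose when adjusted over the list alone). Among them, Bbc3, which encodes the cell death protein PUMA, had a log2 change of 2.19 (adjusted p = 1.3e-05). Ppm1d, a phosphatase that switches p53 signalling off, had a log2 change of 1.59 and Sesn2, a stress protein that restrains cell growth, one of 1.42. The median log2 change of the list was 0.70, and camera, which sets a list against all other genes, gave an adjusted p of 1.3e-16 (adjusted p = 0.0043 with an estimated correlation). The median was 0.75 in replicates 1 and 2 alone. Of 22 genes of the unfolded protein and integrated stress responses, 6 rose and 1 fell (9 and 1 when adjusted over the list alone). Ppp1r15a, which restarts protein synthesis after stress, had a log2 change of 2.29 and Ddit3, which promotes cell death under such stress, one of 1.69, while Xbp1 fell by 0.65. This list had a camera adjusted p of 2e-06 (adjusted p = 0.071 with an estimated correlation). Of 25 antioxidant genes controlled by Nrf2, 4 rose and none fell, among them Hmox1, which breaks down heme, with a log2 change of 2.25 and the metal-binding Mt1 with 2.26. Camera gave their list an adjusted p of 0.0063 (adjusted p = 0.55 with an estimated correlation). Of 13 genes of cholesterol synthesis, 2 fell and none rose (5 fell when adjusted over the list alone), namely Sc5d and Dhcr7, which encode late enzymes of the pathway, with log2 changes of -0.69 and -0.73. Their list had a median of -0.69 and a camera adjusted p of 2e-06 (adjusted p = 0.27 with an estimated correlation). The median was -0.96 in replicates 1 and 2 alone and -0.16 in replicates 3 and 4 alone. In all, 2099 probe sets passed the thresholds of the study in WT MEFs, 933 of them up-regulated and 1166 down-regulated. They stood for 1279 genes, 535 up-regulated and 744 down-regulated. At an adjusted p under 0.05, 836 probe sets rose and 814 fell, 1650 in all, against 3131 with the replicate number as a block. Without replicate 4 of the untreated WT arrays 1082 changed, and in fits to the separate array sets, chosen after the data were seen, none changed in replicates 1 and 2 and 2969 in replicates 3 and 4.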

Analysis of mRNA-expression modifications induced by oxidative stress in WT cells revealed 1498 gene regulations (Dataset S1b). As reported (Desaint *et al*., 2004), ∼30% of them were dependent on p53 expression (*n* = 453; Fig. 1C, left pie). However, ∼85% of these p53-dependent gene regulations (*n* = 387) were lost in p66−/− MEFs, indicating that p53 transcriptional response to oxidative stress is suppressed in the absence of p66 (p53/p66-dependent gene regulations, Fig. 1C and Dataset S1c). 

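On the p53−/− arrays most of the genes counted in WT cells after H2O2, though not all, passed by the labels in the opposite direction. Atf3 read 5.98 ± 0.31 on the arrays labelled H2O2 and 8.88 ± 0.36 on those labelled untreated (log2 value, SD, n = 4 each), a log2 change of -2.90 (standard error 0.27, adjusted p = 1.7e-06 from limma). Gadd45a had a log2 change of -3.06 by the labels (adjusted p = 3.9e-06), while Id1 rose by 3.58 (adjusted p = 3.1e-05) and Adm by 3.32 (adjusted p = 9.8e-06). Under exchanged labels each of these values changes its sign. Cdkn1a and Ccng1 stood lower in p53−/− cells under either reading. Cdkn1a, which encodes the cell cycle inhibitor p21, read 10.49 ± 0.19 (SD, n = 4) in untreated WT cells, 7.65 ± 0.42 on the p53−/− arrays labelled untreated and 6.64 ± 0.26 on those labelled H2O2. Its difference between untreated p53−/− and WT cells was -2.84 by the labels (adjusted p = 5e-08) and -3.85 with the labels exchanged (adjusted p = 3.7e-10). For Ccng1, a cyclin induced by p53, the difference was -2.73 by the labels and -2.49 with the labels exchanged. After H2O2, 3 of the 32 listed p53 targets rose by the labels and 4 fell. Those that rose were Phlda3, an inhibitor of Akt signalling, Aen, a nuclease of cell death, and Zmat3, an RNA-binding protein, with log2 changes of 0.74, 0.72 and 0.59. Gadd45a, Sesn2 and Bbc3 were among those that fell. The median of the list was -0.05, and its camera adjusted p was 0.85. With the labels exchanged 4 rose and 3 fell, Phlda3, Aen and Zmat3 being those that fell, and the median was 0.05. The difference between p53−/− and WT cells in the response of these targets, a test chosen after the data were seen, had a median of -0.65 by the labels (camera adjusted p = 0.00013, adjusted p = 0.21 with an estimated correlation). With the labels exchanged it was -0.60 (camera adjusted p = 1.2e-34, adjusted p = 4.4e-05 with an estimated correlation). By the labels, 1272 of the 1279 genes counted in WT cells (99.5%) were dependent on p53, and 841 of them passed in the opposite direction in p53−/− cells. Read with exchanged labels, 438 genes (34.2%) were dependent on p53. Over all probe sets on the p53−/− arrays, 2152 passed by the labels, 1349 up-regulated and 803 down-regulated (the reverse with the labels exchanged), and 2054 changed at an adjusted p under 0.05 (4129 with the replicate number as a block). The response itself differed between p53−/− and WT cells at 4866 probe sets by the labels (7781 with the block). Under exchanged labels it differed at 9 (15 with the block), each lower in p53−/− cells. Phlda3 was among these 9, with a log2 change of 0.73 in WT and of -0.74 in p53−/− cells (adjusted p of the difference = 0.0055). Gtse1, a p53-inducible protein of G2 and mitosis, was another, with log2 changes of 1.06 and -0.87 (adjusted p of the difference = 0.01). With dependence judged by the interaction term, 97.5% of the genes were dependent on p53 by the labels and 1.95% with the labels exchanged. The latter are 25 genes, more than the 9 probe sets called. Such shares of genes therefore rest on a looser threshold than these calls, and it is not given here.

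**Figure D1:**
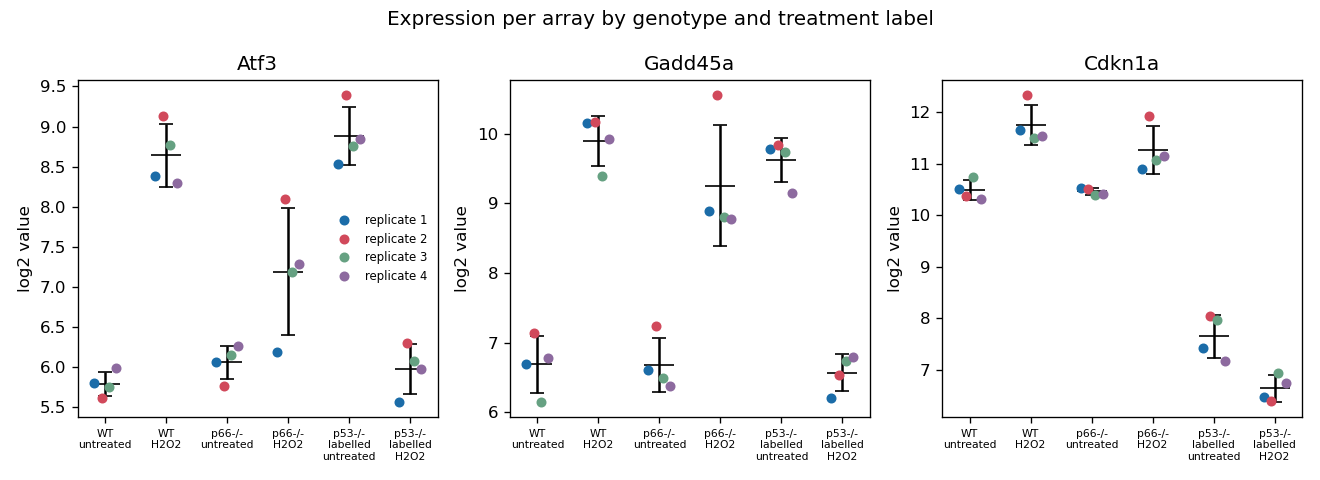
Log2 values of Atf3, Gadd45a and Cdkn1a on each array (points, coloured by replicate) with the mean and SD of each group of 4 (lines), by genotype and by treatment as labelled. Atf3 averaged 8.64 in H2O2-treated WT cells and 8.88 on the p53−/− arrays labelled untreated, and Cdkn1a lay lower on the p53−/− arrays than on all others.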

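In p66−/− MEFs the median change of the p53 targets after H2O2 lay below that in WT MEFs, although the response of no single target differed between the genotypes at an adjusted p under 0.05. The median difference between the genotypes over the 32 targets was -0.32 on the log2 scale (camera adjusted p = 4.2e-05, a test chosen after the data were seen, and adjusted p = 0.27 with an estimated correlation). Atf3 averaged 7.19 ± 0.79 (SD, n = 4) after H2O2 in p66−/− cells and 6.06 ± 0.21 (SD, n = 4) without it. Mdm2, which encodes the ubiquitin ligase that removes p53, averaged 9.77 in H2O2-treated p66−/− cells and 10.30 in H2O2-treated WT cells. Ppm1d had a log2 change of 0.80 in p66−/− cells (adjusted p = 0.24 from limma). For Trp53inp1, a p53 target that promotes cell death and autophagy, the log2 change was 2.73 in p66−/− cells, with an adjusted p of 0.24 that became 0.005 with the replicate number as a block. Sesn2 likewise had a log2 change of 0.95, with an adjusted p of 0.089 and of 0.046 with the block. Of the 1272 genes dependent on p53 by the labels, 1068 (84%) were also dependent on p66. With the p53−/− labels exchanged, 401 of the 438 p53-dependent genes (91.6%) were also dependent on p66. Among the 841 genes that were then independent of p53, the p66-dependent share was 79.8% (Fisher's exact test, two-sided, p = 2.5e-08, odds ratio 2.74). Among genes of like change in WT cells, a comparison chosen after the data were seen, the odds ratio was 1.36 (exact conditional Cochran-Mantel-Haenszel test, two-sided, p = 0.18), and 1.04 with the replicate number as a block (p = 0.92 by the same exact test). By the labels only 7 genes were independent of p53, and the odds ratio was 3.92 (Fisher's exact test, p = 0.089). Genes are not independent replicates. With dependence judged by the interaction term, at its looser threshold, 3.05% of the p53-dependent genes by the labels were dependent on p66. From the loss of most p53-dependent gene regulations in p66−/− MEFs (Fig. 1C), the paper concludes that without p66 the transcriptional response of p53 to oxidative stress is suppressed.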

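H2O2 also changed genes in MEFs that lack p66. Gadd45a rose in p66−/− cells from 6.68 ± 0.39 to 9.25 ± 0.87 (log2 value, SD, n = 4 each), a log2 change of 2.58 (standard error 0.31, adjusted p = 0.0011 from limma). Ccng2, a cyclin that holds the cell cycle back, rose by 1.23 (adjusted p = 0.017) and Ppp1r15a by 1.20 (adjusted p = 0.018). Gabarapl1, a protein of autophagy, and Tbpl1, a relative of the TATA-binding protein, rose by 0.65 and 0.61. Hmox1 had a log2 change of 0.62 in p66−/− cells (adjusted p = 1) and Adm one of -1.15 (adjusted p = 0.58). Of the 32 p53 targets, 1 rose and none fell in p66−/− cells (9 rose when adjusted over the list alone). Their median log2 change was 0.34, with a camera adjusted p of 3.1e-17 (adjusted p = 0.0036 with an estimated correlation). Of the 22 genes of the unfolded protein and integrated stress responses, 1 rose (10 when adjusted over the list alone), at a camera adjusted p of 2.1e-13 (adjusted p = 0.0037 with an estimated correlation). The list's Ddit3 had a log2 change of 1.42, with an adjusted p of 0.066 and of 0.0057 with the replicate number as a block. Of the cholesterol synthesis genes none was called, and their median was -0.39 (camera adjusted p = 0.0021, adjusted p = 0.56 with an estimated correlation). It was -0.41 in replicates 1 and 2 alone and 0.00 in replicates 3 and 4 alone. Of the 25 antioxidant genes controlled by Nrf2 none was called either (2 rose when adjusted over the list alone). Their median was 0.13, against 0.15 in WT cells (camera adjusted p = 0.0011 in p66−/− cells, adjusted p = 0.56 with an estimated correlation). In p66−/− cells it was 0.25 in replicates 1 and 2 alone and -0.03 in replicates 3 and 4 alone. In p66−/− cells 409 probe sets passed the thresholds of the study, 297 up-regulated and 112 down-regulated. There were 251 without H2O2 replicate 2 and 828 without untreated replicate 2. At an adjusted p under 0.05, 8 probe sets rose and none fell (41 and 5 with the block), while 1988 had an unadjusted p under 0.05. Leaving out a single array moved this count of 8 to between 1, without untreated replicate 4, and 94, without H2O2 replicate 1. Of the 1279 genes counted in WT cells, 1072 (83.8%) did not pass in the same direction in p66−/− cells. In p66−/− cells 95.7% of the 1279 had a change of the same sign as in WT cells, and the median ratio of the change to that in WT cells was 0.427. The response itself differed between p66−/− and WT cells at a single probe set, which has no gene name here and had log2 changes of 1.48 in WT and 0.42 in p66−/− cells (adjusted p of the difference = 0.0018). Without p66−/− H2O2 replicate 2, the response differed at 18 probe sets. At an unadjusted p under 0.05 the response differed at 1375 probe sets (2519 with the block), against 2252 by chance. With dependence judged by the interaction term, at a looser threshold than this call of a single probe set, 2.97% of the genes were dependent on p66. In replicates 3 and 4 alone, a fit chosen after the data were seen, the response differed at 300 probe sets.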

Surprisingly, p66 expression was indispensable for the majority of the H_2_O_2_-induced regulations (∼80%; *n* = 1213; Fig. 1C, right pie).

It is postulated that ROS, which form endogenously from metabolism, induce intracellular oxidative stress that increases during lifespan and is mechanistically implicated in various aging phenotypes (Giorgio *et al*., 2007; Muller *et al*., 2007). Thus, we investigated whether p53 and p66 regulate *in vivo* the same genes regulated in MEFs by H_2_O_2_. Expression profiles were obtained from various tissues (thymus, lung, heart and liver) of 2-month-old WT, p53−/− and p66−/− mice. Numbers of p53/p66-dependent gene regulations were highly variable among the analysed tissues and, as in MEFs, they represented a sizeable fractions of the p53-dependent gene regulations (∼65%, ∼36%, ∼33% and ∼15% in thymus, hearth, liver and lung, respectively; Dataset S2 Fig. 1D). Thymus was the tissue with the highest fraction of the same p53-/p66-dependent regulations found in MEFs after H_2_O_2_ (∼30% vs. <∼10% in the others; Fig. S2A). Notably, expression profiles of the same tissues from double p53−/− and p66−/− mice (p53/p66-dko) confirmed all the identified p53-/p66-dependent regulations (Fig. S2B and Dataset S2). Together, these data indicate that p53 transcriptional response to oxidative stress in fibroblasts largely depends on p66 and that a similar set of gene regulations is found *in vivo*.

Finally, we investigated whether the observed p53/p66 transcriptional response was specific to oxidative stress, as compared to other DNA-damaging agents, such as doxorubicin (Doxo). 

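Doxorubicin slips between the bases of DNA and traps topoisomerases on it, which breaks the strands. WT and p66−/− MEFs were exposed to 0.25 μg/ml of Doxo, for 4 h by the sample labels, and each genotype gave 2 arrays. They were compared with the 4 untreated arrays of the same genotype, in the same fit and at the same thresholds as the H2O2 arrays. No array holds Doxo-treated p53−/− cells, so that dependence on p53 is always taken from the H2O2 arrays. With 2 arrays against 4, the smallest p that an exact permutation test allows is 0.067, and all p-values come from limma, which takes the spread of each probe set from all 28 arrays. The 4 Doxo arrays formed a set of their own. Their spike-in control lys read 5.55 ± 0.13 (SD, n = 4), between the sets of the other arrays, and bioB, another such control, read 7.97 against 6.75 and 7.30. No untreated array belongs to the Doxo set, so that the effect of Doxo and that of the array set cannot be told apart. Over all probe sets the median log2 change after Doxo was 0.134 in WT and 0.152 in p66−/− cells, and a further quantile normalization brought it to 0.0951 and 0.101.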

As after H_2_O_2_, ∼30% of Doxo-treated MEFs underwent apoptosis at early time-points (Fig. 1A), while the remaining exited the cell cycle (Figs. 1B, right and S1). 

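After Doxo, Ptgs2, which encodes the prostaglandin-forming enzyme cyclooxygenase-2, fell in WT MEFs from 10.83 ± 0.74 (log2 value, SD, n = 4) to 5.62 ± 0.22 (SD, n = 2), a log2 change of -5.21 (standard error 0.89, adjusted p = 0.00013 from limma). The transcription factor Klf6 fell by 4.65 (adjusted p = 1.5e-07) and Ankrd1, a cofactor of transcription and target of the Hippo pathway, by 4.44 (adjusted p = 5e-05). Ddit4l, an inhibitor of mTOR signalling, rose by 3.54 (adjusted p = 3.5e-05), Psmb9, a subunit of the immunoproteasome, by 3.06 (adjusted p = 2.4e-06) and the adhesion molecule Icam1 by 2.91 (adjusted p = 0.0012). Of 20 immediate early genes, 9 fell and 1 rose. Myc, a driver of cell growth, had a log2 change of -2.75 and Ier3 one of -2.01, while Egr3 rose by 0.70. Their median was -0.62 (camera adjusted p = 0.00083, adjusted p = 0.48 with an estimated correlation). Of 19 genes of the fibroblast matrix, 6 fell and 1 rose, among them the matrix proteins Ccn2 and periostin (Postn) with log2 changes of -3.34 and -2.56, while the protease Mmp2 rose by 0.67. Their median was -0.40 (camera adjusted p = 0.0022, adjusted p = 0.48 with an estimated correlation). Of the 13 genes of cholesterol synthesis, 7 fell and none rose, Idi1, an enzyme of isoprenoid synthesis, having a log2 change of -3.76. Genes that changed the same way after both treatments included Hmox1, Tef, a clock-related transcription factor, and Ndrg1, a stress-induced growth suppressor, which rose after Doxo by 1.71, 1.70 and 1.85. Adm fell by 2.76 after Doxo and Ccn1 by 1.92. In WT cells 10125 probe sets passed after Doxo, of which 42.7% were up-regulated (53.8% after a further quantile normalization). They stood for 5735 genes, 2773 up-regulated and 2962 down-regulated. At an adjusted p under 0.05, 15752 probe sets changed, 9875 of which rose and 5877 of which fell, and 7121 changed without replicate 2 of the WT Doxo arrays. The fit then assumes that the remaining Doxo array varies like the other groups. The genes counted after both treatments numbered 749, or 13.1% of the Doxo genes, and 612 of them changed in the same direction. In fits of the Doxo arrays beside one array set, chosen after the data were seen, this share was 12.5% beside replicates 1 and 2 and 25.1% beside replicates 3 and 4. Up-regulated after both were 196, where independent lists would share 86.8 and unchanged groups set against the same untreated arrays shared 34.4 on average and 45 at most in 50 simulations. Down-regulated after both were 416, where independent lists would share 129 and the simulations 34.8 on average. The simulations hold no changed genes. They therefore do not measure the overlap that shared untreated arrays add to the observed lists. With the untreated arrays split between the treatments, 164 to 212 were up-regulated and 312 to 387 down-regulated after both.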

Analysis of expression profiles from 2 independent MEFs preparations revealed 5,219 gene regulations induced by Doxo, of which only ∼15% (*n* = 820) were in common with H_2_O_2_ (Fig. S2C; Dataset S3). Notably, among these common regulations, we found only ∼19% of the p53-dependent gene regulations observed in MEFs after H_2_O_2_, suggesting that p53 transcriptional responses to Doxo and H_2_O_2_ differ significantly. Likewise, of the p53-/p66-dependent gene regulations observed in MEFs after H_2_O_2_, only a fraction (∼18%; *n* = 153) was also found in the Doxo dataset. 

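Genes of the p53 pathway moved after Doxo in both directions. In WT cells Cdkn1a rose by 1.50 (standard error 0.26, adjusted p = 0.00017 from limma), to 11.99 ± 0.08 (log2 value, SD, n = 2), against 11.76 ± 0.39 (SD, n = 4) after H2O2. Rprm, an inhibitor of entry into mitosis, rose by 2.12 (adjusted p = 3.9e-06) and Ei24, a protein of the endoplasmic reticulum that p53 induces, by 1.25 (adjusted p = 5.4e-05). Ccng1 fell by 1.20 (adjusted p = 0.024) and Plk2, a kinase of the polo family, by 0.86 (adjusted p = 0.025). Gadd45a, which rose after H2O2, had a log2 change of -0.05 after Doxo (adjusted p = 0.93). Of the 32 p53 targets, 13 rose and 2 fell after Doxo (as many when adjusted over the list alone). Their median log2 change was 0.30, with a camera adjusted p of 0.23. Of the genes dependent on p53 after H2O2 by the labels, 744 (58.5%) were also counted after Doxo. With the p53−/− labels exchanged, 238 of the p53-dependent genes (54.3%) were also counted after Doxo, and they made up 31.8% of the genes common to both treatments. Of the genes that were then independent of p53, 60.8% were counted after Doxo.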

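Some genes that depended on both p53 and p66 after H2O2 changed after Doxo as well. Btg2, an inhibitor of cell proliferation, rose after Doxo by 1.76 (standard error 0.29, adjusted p = 0.0001 from limma). Akap8, an anchor protein of chromosome condensation, fell by 1.69 (standard error 0.17, adjusted p = 4.9e-07), and Slbp, which histone mRNAs need, fell by 1.26 (standard error 0.21, adjusted p = 0.00013). Each of the 3 passed after H2O2 in WT cells and in neither mutant in the same direction, whichever way the p53−/− labels are read. They were chosen as examples after their values were seen. By the labels, 633 of the 1068 genes dependent on p53 and p66 after H2O2 (59.3%) were also counted in WT cells after Doxo. With the p53−/− labels exchanged, 216 of 401 (53.9%) were, which is 28.8% of the genes common to both treatments. In replicates 3 and 4 alone beside the Doxo arrays, a fit chosen after the data were seen, the share by the labels was 73.5%. With dependence judged by the interaction term, at its looser threshold, it was 78.9%.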

Strikingly, only < 3% (*n* = 10) of them were regulated in a p66-dependent manner after Doxo, as revealed by expression profiles of Doxo-treated p66−/− MEFs. Accordingly, only ∼11% (*n* = 587) of all the Doxo-induced gene regulation was p66-dependent. Thus, the p53 transcriptional response to Doxo in MEFs is only partially overlapping with that to H_2_O_2_ and does not involve p66. 

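A part of the genes that depended on p53 and p66 after H2O2 passed after Doxo in WT cells and not in p66−/− cells. With the p53−/− labels exchanged there were 27 of them (6.73% of the p53/p66-dependent genes). They include Nfkbia, the inhibitor that holds NF-kB in the cytoplasm, Srxn1, which repairs oxidized peroxiredoxins, Cpt1a, which brings fatty acids into mitochondria, and Arntl, a transcription factor of the circadian clock. Also among them are the transcription factors Twist1 and Meox2, the glycolytic enzyme Eno2 and the cell cycle kinase Vrk2. These examples were chosen after their values were seen. By the labels there were 58 such genes (5.43%), from 39 (3.68%) without WT Doxo replicate 2 to 113 (10.6%) without p66−/− Doxo replicate 1. None of these genes differed between WT and p66−/− cells in its response to Doxo at an adjusted p under 0.05 in limma. Over all probe sets the count of such differences was 0, with 1077 at an unadjusted p under 0.05 and 2252 by chance. Without replicate 2 of the p66−/− Doxo arrays the count was 2.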

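Genes with the largest changes after Doxo in WT cells were also among those with the largest changes in p66−/− cells. In p66−/− cells Ddit4l rose by 3.91 (standard error 0.53, adjusted p = 1e-05 from limma), to 8.89 ± 0.28 (log2 value, SD, n = 2) from 4.97 ± 0.59 (SD, n = 4). Psmb9 rose by 3.22 (adjusted p = 1.2e-06) and Icam1 by 2.55 (adjusted p = 0.0028). Ptgs2 had a log2 change of -6.38 (adjusted p = 1.3e-05). Has2, which makes hyaluronan, fell by 4.61 (adjusted p = 0.00027), and F3, the tissue factor that starts blood clotting, fell by 4.53 (adjusted p = 3e-07). Some lists were called in p66−/− cells at the preset correlation, and none with an estimated correlation. Of the immediate early genes 11 fell and 1 rose, with a median of -0.91 (camera adjusted p = 2.1e-05, adjusted p = 0.2 with an estimated correlation). Of the fibroblast matrix genes 7 fell and none rose (camera adjusted p = 0.0027, adjusted p = 0.37 with an estimated correlation). Of 22 genes of inflammatory secretion, which include Ptgs2 and the chemokine Ccl2, 9 fell and 1 rose (camera adjusted p = 0.0041, adjusted p = 0.2 with an estimated correlation). In WT cells after Doxo 6 of them fell and 2 rose, and the list was not called (camera adjusted p = 0.071, adjusted p = 0.48 with an estimated correlation). In p66−/− cells 11137 probe sets passed after Doxo, 45.1% of them up-regulated (54.2% after a further quantile normalization). At an adjusted p under 0.05, 18335 changed, and 10833 without replicate 2 of the p66−/− Doxo arrays. Of the 5735 genes counted in WT cells after Doxo, 702 (12.2%) did not pass in the same direction in p66−/− cells. This share was 19.8% without replicate 1 of the p66−/− Doxo arrays and 21.2% in replicates 3 and 4 beside the Doxo arrays, a fit chosen after the data were seen.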

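Some genes of mitosis fell after Doxo in cells of both genotypes, and others did not. Bub1, a kinase of the spindle checkpoint, fell by 3.62 in WT cells (standard error 0.45, adjusted p = 5.2e-06 from limma) and by 3.07 in p66−/− cells (adjusted p = 2.6e-05). Top2a, the topoisomerase that untangles chromosomes, fell by 1.67 in WT and by 1.42 in p66−/− cells. Smc2, a subunit of the condensin that packs chromosomes, fell by 3.72 and 3.48. Plk1, a kinase that drives mitosis, had log2 changes of -0.05 and 0.25 (adjusted p = 0.93 and 0.63). Of 45 measured genes of G2 and mitosis from a textbook list, 19 fell and 1, Gtse1, rose in WT cells after Doxo. Their median was -0.27 (camera adjusted p = 1.2e-05, adjusted p = 0.48 with an estimated correlation). In p66−/− cells 17 fell and 2 rose. There the median was 0.07 although the mean was -0.47 and camera placed the list lower than other genes (adjusted p = 0.0011, adjusted p = 0.87 with an estimated correlation). The difference between p66−/− and WT cells in the response to Doxo, a test chosen after the data were seen, had a median of 0.25 over this list (camera adjusted p = 0.016, adjusted p = 0.93 with an estimated correlation) and of 0.06 over the p53 targets (camera adjusted p = 0.96). The paper draws on the share of the H2O2 response found again after Doxo and on the few Doxo regulations lost without p66 (Dataset S3). It concludes that the p53 responses to the 2 agents overlap only in part. In the p53 response to Doxo, it states, p66 takes no part.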

Consistently, while p53−/− MEFs were resistant to Doxo treatment, p66−/− cells entered apoptosis and cell-cycle arrest at the same rates as WT cells (Figs.1A,B and S1).

### Gene-ontology analysis of p53/p66 transcriptional response to oxidative stress predicts inhibition of cellular proliferation (G2-M arrest and senescence)

Gene-ontology analysis of p53-/p66-regulated genes revealed enrichment of cell-cycle genes in MEFs and, alone among the analysed tissues, in the thymus (81 and 390, respectively, 37 in common; Table S1 and Dataset S4a). Most of these genes are involved in G2 or mitosis regulation (G2-M genes; ∼61%, in MEFs and ∼52% in thymus) and were down-regulated by p53 and p66 (∼75% in MEFs and ∼93% in thymus; Fig. 1E).

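In WT MEFs, H2O2 lowered Skp2, which marks cell cycle inhibitors for breakdown, by a log2 change of -1.17 (standard error 0.19, adjusted p = 0.00047 from limma). Slbp had a log2 change of -0.93 (standard error 0.17, adjusted p = 0.0023). They were the 2 of 32 measured genes of G1-S and DNA replication that fell, and none rose (as many when adjusted over the list alone). The median of this list was -0.12, and camera gave it an adjusted p of 0.021 (adjusted p = 0.85 with an estimated correlation). In p66−/− cells Skp2 had a log2 change of -0.39 (adjusted p = 1), and no gene of the list was called. Camera gave the list an adjusted p of 0.09 there, which became 0.012 with the replicate number as a block. With an estimated correlation and no block the camera adjusted p was 0.9. Of the textbook genes of G2 and mitosis, Tacc3, which steadies spindle fibres, and Dlgap5, another spindle protein, fell in WT cells after H2O2, with log2 changes of -0.81 and -0.62. With Espl1, 3 of the 45 fell and 1 rose (12 fell and 1 rose when adjusted over the list alone). The median was -0.42 (camera adjusted p = 3.8e-08, adjusted p = 0.28 with an estimated correlation). In p66−/− cells the median was -0.09 (camera adjusted p = 0.39). In fits chosen after the data were seen it was -0.11 in replicates 1 and 2 alone (camera adjusted p = 0.089). In replicates 3 and 4 alone it was -0.14 (camera adjusted p = 0.0081, adjusted p = 0.14 with an estimated correlation). The difference from WT cells in the response of this list, a test chosen after the data were seen, had a median of 0.37 in p66−/− cells (camera adjusted p = 5.7e-08, adjusted p = 0.41 with an estimated correlation). In p53−/− cells the median change of the list itself was 0.32 by the labels (camera adjusted p = 1.5e-06, adjusted p = 0.35 with an estimated correlation), and -0.32 with the labels exchanged. The difference from WT cells had a median of 0.75 there by the labels (camera adjusted p = 2.3e-08, adjusted p = 0.25 with an estimated correlation) and of 0.14 with the labels exchanged (camera adjusted p = 0.75). Of the 81 cell-cycle genes that Dataset S4a marks for MEFs, 76 were measured here. After H2O2, 23 of them fell and 16 rose in WT cells, with a median of -0.61. The study chose this list on these arrays, so that it is not independent evidence of its direction. None of them was called in p66−/− cells by limma, where their median was -0.12. For MEFs, however, the dataset marks only genes that the study found unchanged in p66−/− cells.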

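Among the G2-M genes that Dataset S4a marks for MEFs, Mis12, which ties chromosomes to spindle fibres at the kinetochore, fell in WT cells after H2O2 by 0.84 on the log2 scale (standard error 0.14, adjusted p = 0.00055 from limma), and Akap8 fell by 0.79 (standard error 0.14, adjusted p = 0.0015). Psrc1, a spindle protein whose gene p53 induces, rose by 0.84 (adjusted p = 0.043), and Cdk5r1, an activator of the kinase Cdk5, rose by 0.70 (adjusted p = 0.005). The dataset marks 50 such genes, of which 45 were measured here. In WT cells 32 of the 45 (71.1%) had a log2 change below 0. At an adjusted p under 0.05, 9 fell and 9 rose (26 fell and 12 rose when adjusted over the list alone, and as many with the replicate number as a block). Of the 33 measured genes that the dataset marks as down-regulated, 32 lay below 0, and all 12 marked as up-regulated lay above 0. The median over the 45 genes was -0.62 (camera p = 0.00015, p = 0.11 with an estimated correlation). It was -0.69 in replicates 1 and 2 and -0.50 in replicates 3 and 4. The study chose this list on these arrays, so that it is not independent evidence of its direction. For MEFs, Dataset S4a marks only genes that the study found unchanged in both mutants on these arrays. Small changes in the mutants therefore follow from the choice. In p66−/− cells limma called none of the 45 genes at an adjusted p under 0.05. Their median was -0.13 there (camera p = 0.74 at the preset correlation), and 0.01 without H2O2 replicate 2. By the labels, 5 rose and 2 fell in p53−/− cells, with a median of 0.41 (camera p = 7.8e-06, p = 0.067 with an estimated correlation). Exchanging the labels gives a median of -0.41. The difference from WT cells in the response of this list had a median of 0.42 in p66−/− cells, and in p53−/− cells of 1.12 by the labels and 0.16 with the labels exchanged. As the list was chosen for such a difference, no test of it is given.

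**Figure D2:**
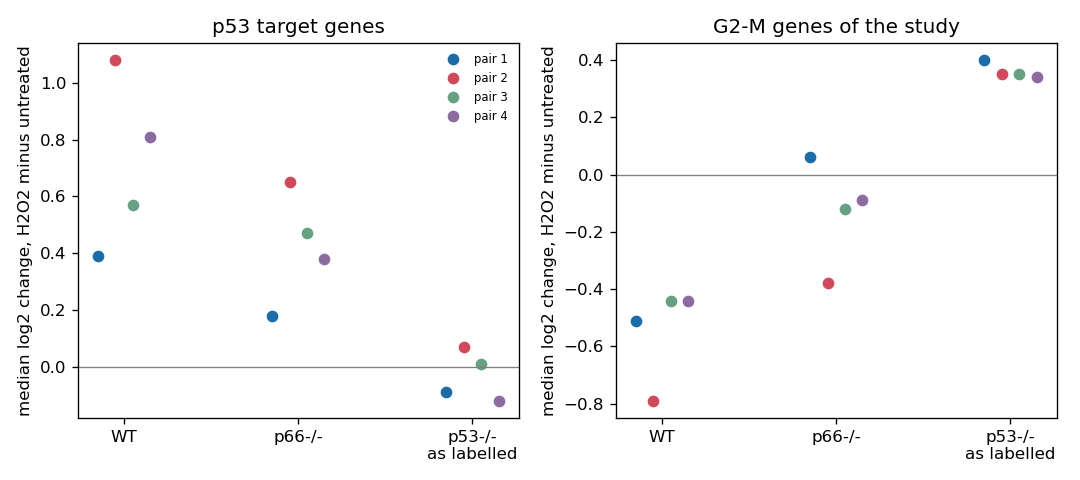
Median log2 change, H2O2 minus untreated, of the 32 p53 target genes (left) and the 45 G2-M genes of the study (right) in each pair of arrays with the same replicate number (points), by genotype, with p53−/− cells as labelled. The G2-M genes lay between -0.79 and -0.44 in the WT pairs, between -0.38 and 0.06 in the p66−/− pairs and between 0.34 and 0.40 in the p53−/− pairs, where the sign turns with the labels exchanged.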

Gene-chip data were validated by quantitative-PCR (Q-PCR); 19/19 G2-M genes were down-regulated in H_2_O_2_-treated MEFs (*P* < 0.05), but not in p53−/− or p66−/− MEFs (Fig. 2A; Table S2). Experiments were performed in cells from sv/129 or c57bl backgrounds, to exclude effects due to genetic backgrounds. Reconstitution of p53−/− or p66−/− MEFs with WT p53 or p66, respectively, restored oxidative-stress-induced down-regulation. Restoration was not achieved with the redox-defective mQQ-mutant of p66 (Giorgio *et al*., 2005). Likewise, 6/6 genes were up-regulated in H_2_O_2_-treated p53/p66-dko MEFs (Fig. S2D) and in the thymus from 2-month-old p66−/− and p53−/− mice (Fig. 2B). Q-PCR analysis confirmed down-regulation of 18/18 G2-M genes in Doxo-treated WT MEFs; this was lost in the p53−/−, but not in the p66−/− MEFs (Fig. 2C; Table S3). Finally, to investigate if the effect of p66 on the p53 transcriptional response is restricted to H2O2, we tested others oxidative-stress inducers and found down-regulation of 4/4 G2-M genes in WT MEFs treated with canavanine, UV-irradiation or tunicamycin, but not in p53−/− or p66−/− MEFs under the same experimental conditions (Fig. S3A).

**Fig. 2:**
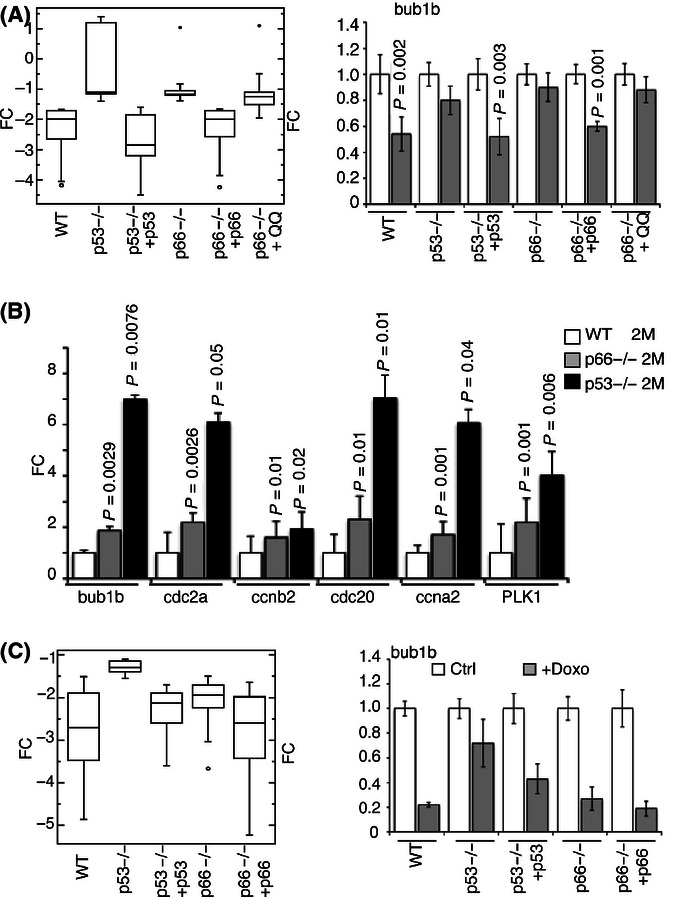
Q-PCR validation of p53-p66 dependent regulations of G2-M genes in MEFs and thymus. (A) Left: Box plot representation of Q-PCR fold-changes (FC) for 19 G2-M genes in H2O2-treated MEFs (compared with untreated controls): WT, p53−/−, p53−/− + p53 (p53−/− MEFs reconstituted with WT p53), p66−/−, p66−/− + p66 (p66−/− MEFs reconstituted with WT p66), and p66−/− + QQ (p66−/− MEFs reconstituted with the p66 redox-mutant QQ). Right, representative example: mRNA-expression levels of the bub1b gene in control and H2O2 treated MEFs with the indicated genotypes by Q-PCR analysis. (B) Significant up-regulation of the mRNA levels of several G2/M genes in 2-month-old p66−/− and p53−/− thymuses compared to WT organs (QPCR, 8 animals per genotype). (C) Left: Box plot representation of Q-PCR FC for 18 G2-M genes in Doxo-treated MEFs (compared with untreated controls): WT, p66−/−, p53−/−, p53−/− + p53 (p53−/− MEFs reconstituted with WT p53), p66−/− + p66 (p66−/− MEFs reconstituted with WT p66). Right, representative example: mRNA-expression levels of the bub1b gene in control and Doxo-treated MEFs with the indicated genotypes by Q-PCR analysis. FC are compared with untreated controls; error bars represent SD; (H2O2- independent experiments: *n* = 4; Doxo- independent experiments: *n* = 2). Significant *P*-values are indicated(two-tailed *t*-test). The lower and the upper edges of each box plot are the 1st and 3rd quartile, respectively (inter quartile range, IQR). The line in the middle of the box represents the median. The observations beyond the fences are denoted as circles and are considered outliers.

We then reviewed available literature to predict the biological consequences of the observed G2-M gene regulations (228 in total; 114 with available genetic and/or biochemical data; Table 1 and Dataset S4b for the complete list of genes and references). ∼90% were down-regulations that included genes required for: (i) mitosis entry or progression (e.g. CDK1, cyclinA and B1, CDC25A/B, Plk1, AuroraA/B, Nek2, Plk1/4); (ii) execution of the various mitotic processes (e.g. Eg5, stathmin and MCAK, CENPC/H and CENPE and Kif22, Ran and BAF complex-components (Baf53a), Smc2/4, the ESPL1, Raf1, Citron and Anillin); (iii) execution of the mitotic spindle checkpoint (Bub1/3, Mad1/2, BubR1 and Mps1). This checkpoint is activated by mis-attachment of microtubules and sister-chromatids to kinetochores and delays mitosis until all kinetochores are properly attached. 

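Among the genes of mitotic entry and progression, Plk1 had a log2 change of -0.93 in WT cells after H2O2, from 8.51 ± 0.30 to 7.57 ± 0.63 (log2 value, SD, n = 4 each). Its adjusted p from limma was 0.13, and 0.017 with the replicate number as a block. Ccna2 (cyclin A) had a log2 change of -0.78, with an adjusted p of 0.19 and of 0.014 with the block. Cdk1, the kinase of mitotic entry, had one of -0.36 (adjusted p = 0.72), Aurka one of -0.58 (adjusted p = 0.59) and Nek2 one of -0.50 (adjusted p = 0.61). Among the genes of mitotic processes, Espl1 (separase), which frees sister chromatids, fell by 1.38 (standard error 0.31, adjusted p = 0.0096). Kif22, a motor that moves chromosomes, had a log2 change of -0.95, with an adjusted p of 0.19 and of 0.0093 with the block. Anln (anillin), which shapes the cleavage furrow, had one of -0.60, with an adjusted p of 0.076 and of 0.012 with the block. Kif11 (Eg5) had a log2 change of -0.39 (adjusted p = 0.78), Cenpe one of -0.75 (adjusted p = 0.68) and Stmn1 (stathmin) one of 0.00 (adjusted p = 1). Among the genes of the spindle checkpoint, Bub1b (BubR1) had a log2 change of -0.62, from 8.17 ± 0.06 to 7.55 ± 0.25 (SD, n = 4 each), with an adjusted p of 0.14 and of 0.032 with the block. Mad2l1 (Mad2) had one of -0.45 (adjusted p = 0.24), Ttk (Mps1) one of -0.42 (adjusted p = 0.84) and Bub1 one of -0.33 (adjusted p = 0.91). Bub3 and Mad1l1 had log2 changes of 0.00 and -0.01, that of Bub3 from another probe set than the paper's, which has no gene name here. In p66−/− cells after H2O2 the log2 change was -0.49 for Plk1, -0.67 for Espl1 and -0.20 for Bub1b, each with an adjusted p of 1. On the p53−/− arrays it was 0.44, 0.86 and 0.28 by the labels, and of opposite sign with the labels exchanged. The adjusted p-values from limma were 0.52, 0.13 and 0.55 there, and 0.26, 0.017 and 0.35 with the block. Of the 228 G2-M genes marked in MEFs or thymus, 203 were measured here. In WT MEFs after H2O2, 142 of them (70%) lay below 0, 16 fell and 12 rose. By the labels 12 rose and 6 fell in p53−/− MEFs, and 6 rose and 12 fell with the labels exchanged. In p66−/− MEFs only Gadd45a rose and none fell. Some of the genes named, such as Espl1, Nek2 and Stmn1, are marked for the thymus alone. Part of the list was chosen on these arrays and is not independent evidence of its direction. Ccnb1 and Cdc25a are not reported here, as no probe set carried their names alone.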

Reduced levels of several components of the spindle checkpoint, including Bub3 and BubR1, induce cellular senescence and accelerated aging, in the absence of increased cancer formation, suggesting that one function of the spindle checkpoint is the suppression of cellular senescence and aging-associated phenotypes (Baker *et al*., 2004, 2006).

**Table 1:** Biological function of G2/M p53p66 dependent genes

Biological function	No of genes	Examples	Reg	Unigene
**Mitosis entry**	7	CDK1	D	Mm.281367
		CCNA2	D	Mm.4189
		CCNB2	D	Mm.22592
		CDC25A	D	Mm.307103
**Mitosis progression**	12	AURKA	D	Mm.249363
		AURKB	D	Mm.3488
		PLK1	D	Mm.16525
		PLK4	D	Mm.3794
		NEK2	D	Mm.33773
**Execution of mitotic processes**	80			
Centrosome separation		KIF11/Eg5	D	Mm.42203
		TPX2	D	Mm.407737
Microtubule dynamics		KIF2C/MCAK	D	Mm.247651
		STMN1/Stathmin	D	Mm.378957
Kinetocore and spindle formation		CENPC1	D	Mm.4649
		CENPH	D	Mm.273502
		CENPE	D	Mm.161470
Nuclear envelope breakdown (NBD)		ACTL6A (Baf53a)	D	Mm.41077
		RAN	D	Mm.386831
Cromosome condensation		SMC2	D	Mm.2999
		SMC4	D	Mm.206841
Loss of sister-chromatid chohesion		CDC20	D	Mm.396441
		ESPL1	D	Mm.288324
Golgi fragmentation		RAF1	D	Mm.184163
		RINT1	D	Mm.133300
Cytokinesis		ANLN	D	Mm.282751
		CIT/citron	D	Mm.426282
Other execution of mitotic processes		NUMA1	D	Mm.27259
		PCM1	D	Mm.117896
**Exection of the mitotic spindle checkpoint**	10	BUB1	D	Mm.2185
		BUB1B	D	Mm.29133
		BUB3	D	Mm.441749
		MAD1L1	D	Mm.27250
**G2 arrest**	5	CCNG1	UP	Mm.2103
		GADD45A	UP	Mm.389750

This table includes examples of genes grouped into five functional classes (bolded) for which literature data are available to assign a function in the G2/M transition or mitosis.

Thus, down-regulation of the observed G2-M genes by p53 and p66 leads to inhibition of cell proliferation through a block of the G2-M transition or the mitotic process itself, or by acceleration of senescence. Notably, among the few up-regulations, we found genes that induce cell-cycle arrest (e.g. GADD45a, Cyclin G1, BTG2, PPM1A, RPRM).

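In WT MEFs after H2O2, Rprm rose by 1.24 on the log2 scale (standard error 0.21, adjusted p = 0.00097 from limma), from 5.27 ± 0.29 to 6.51 ± 0.51 (SD, n = 4 each). Btg2 rose by 1.13 (standard error 0.24, adjusted p = 0.0065), from 8.00 ± 0.28 to 9.12 ± 0.11. Ppm1a, a phosphatase that restrains stress kinases, rose by 0.47 (standard error 0.09, adjusted p = 0.0022). For Gadd45a, Rprm, Btg2 and Ppm1a all 4 treated arrays lay above all 4 untreated arrays. Ccng1 (cyclin G1) had a log2 change of 0.40 at its probe set with the highest mean (standard error 0.33, adjusted p = 0.8), and rose by 0.84 at another, picked after its value was seen (adjusted p = 0.0091). In p66−/− MEFs after H2O2 the log2 change was 0.50 for Rprm and for Ccng1 and 0.34 for Btg2, each with an adjusted p of 1, and 0.26 for Ppm1a (adjusted p = 0.68). Gadd45a, in contrast, rose by 2.58 in p66−/− MEFs (adjusted p = 0.0011). On the p53−/− arrays, by the labels, Ppm1a fell by 0.40 (adjusted p = 0.0082) and Gadd45a by 3.06 (adjusted p = 3.9e-06). Btg2, Ccng1 and Rprm had log2 changes of 0.35, 0.24 and 0.09 there (adjusted p = 0.48, 0.77 and 0.87). Under exchanged labels these signs turn, and Ppm1a and Gadd45a then rose.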

### p53/p66 transcriptional response to oxidative stress is activated in regenerating hepatocytes and during physiological involution of the thymus

To investigate whether activation of the p53/p66 transcriptional response to oxidative stress is involved in attenuation of cell proliferation *in vivo*, as predicted, we analysed expression of the G2-M genes during hepatic regeneration after partial hepatectomy (PH) and physiological involution of the thymus.

*In vivo* BrdU-labelling showed hepatocytes progressively entering the cell cycle, from ∼0% in the intact liver to ∼15% at 72 h after PH (Figs. 3A and S4A). Q-PCR analysis confirmed that none of the 18 G2-M genes was expressed in the intact liver, but, after PH, showed increasing expression for all of them (Fig. 3B; Table S4). In p53−/− and p66−/− livers, their expression was markedly higher than in controls (Fig. 3B; TableS4). Notably, the p53−/− and p66−/− mice showed increased percentages of cycling cells during regeneration (Figs.3A and S4A).

**Fig. 3:**
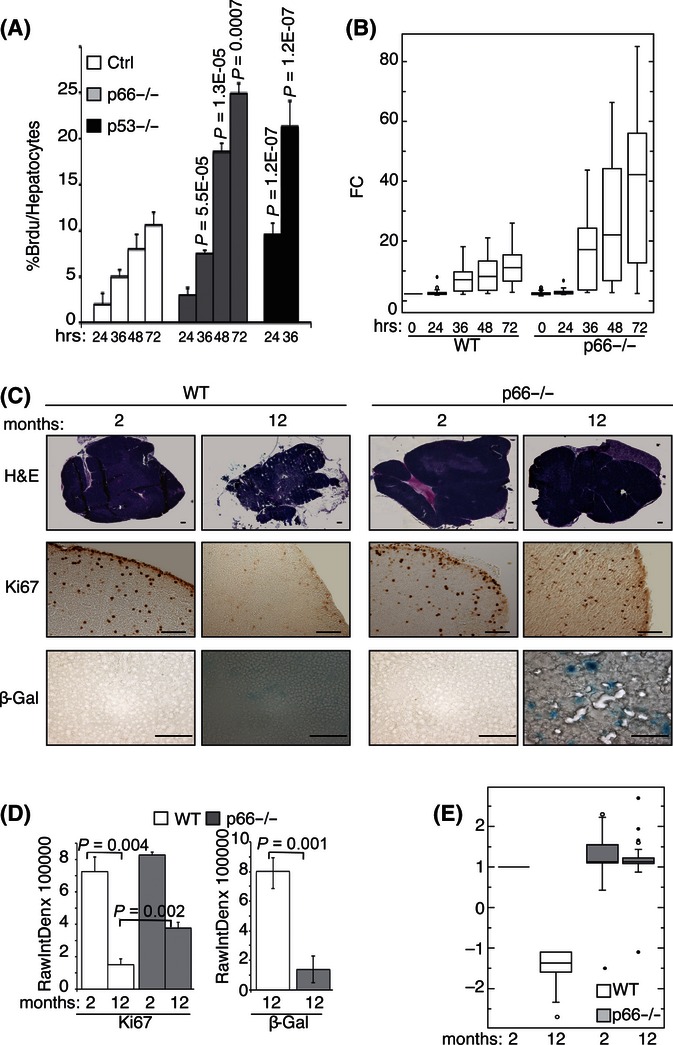
p53 and p66 down-regulate G2-M genes in the thymus during physiological aging and in proliferating liver cells. (A) Higher percentage of proliferating cells in p66−/− regenerating liver. Quantitative analysis of BrdU staining during liver regeneration of 2-month-old WT, p66−/− and p53−/− mice: liver samples were collected before resection (time zero, T0; preoperative livers) and 24, 36, 48 and 72 h after partial hepatectomy. Error bars represent SD; average of 2 independent experiments on a total of 6 animals per group. Ratio of BrdU positive to 600 Dapi positive hepatocytes at every time-point are represented; significant *P*-values are indicated (two-tailed *t*-test that were done by comparing data set of p66−/− or p53−/−at each time-point with the corresponding data set of WT samples). (B) G2-M genes are regulated during hepatic regeneration. Box plot representation of Q-PCR fold-changes (FC) for 18 of the G2-M genes on RNAs from livers of 2-month-old WT and p66−/− mice during hepatic regeneration. For each sample we pooled RNAs from 3 animals. Average of 2 independent experiments is represented. (C,D) Delayed aging in p66−/− thymus. (C) Representative images from 3 independent experiments showing H&E (top, digital reconstructions), Ki67 (centre) and β-Gal (bottom) staining of thymuses from 2- and 12-month-old WT and p66−/− mice. Scale bar: 200 μm. (D) Quantification of the frequency of Ki-67- (left) and β-Gal- (right) positive cells. *P*-values with respect to WT are indicated. (E) Box plot representation of the Q-PCR FC for 33 G2-M genes in 2- and 12-month-old p66−/− thymuses compared to 2-month-old WT organs (FC=1); *n* = 8 animals per genotype.

Analyses of thymuses from 2- to 12-month-old mice showed morphological signs of an involution process (Fig. 3C) associated with decreased organ-weight (Fig. S4B), decreased proliferation and increased senescence (measured as percentages of Ki67- and β-Gal-positivity, respectively; Fig. 3C,D), and marked down-regulation of 23/33 G2-M genes (Fig. 3E and Table S5). Strikingly, thymuses from age-matched p66−/− mice showed a marked delay in the weight-loss and involution process, little variation in the frequency of proliferating and senescent cells and marginal modifications in the expression of G2-M genes. Same analyses in the p53−/− mice were not possible, due to their short lifespan.

Together, these data confirm that one physiological function of the p53/p66 transcriptional programme is to restrict cell proliferation and favour entry into senescence.

### p53/p66 transcriptional response to oxidative stress is activated during physiological aging

Senescent cells accumulate in various tissues and organs with aging and have been causally implicated in generating age-related phenotypes (Baker *et al*., 2011). We thus investigated expression regulation of G2-M genes during physiological aging, by Q-PCR analysis of various tissues from 3-, 6-, 12- to 24-month-old WT and p66−/− mice (lung, kidney, liver and testis). Results showed, in all tissues, age-dependent reduction in the expression of 31/31 genes. Numbers of down-regulated genes and extent of down-regulation varied in the different tissues, yet they increased over time in all tissues (for example in the lung, the number of down-regulated genes went from ∼54% at 6 months, to ∼63 and 66% at 12–24 months, respectively; (Fig. 4A,B and Table S6).

**Fig. 4:**
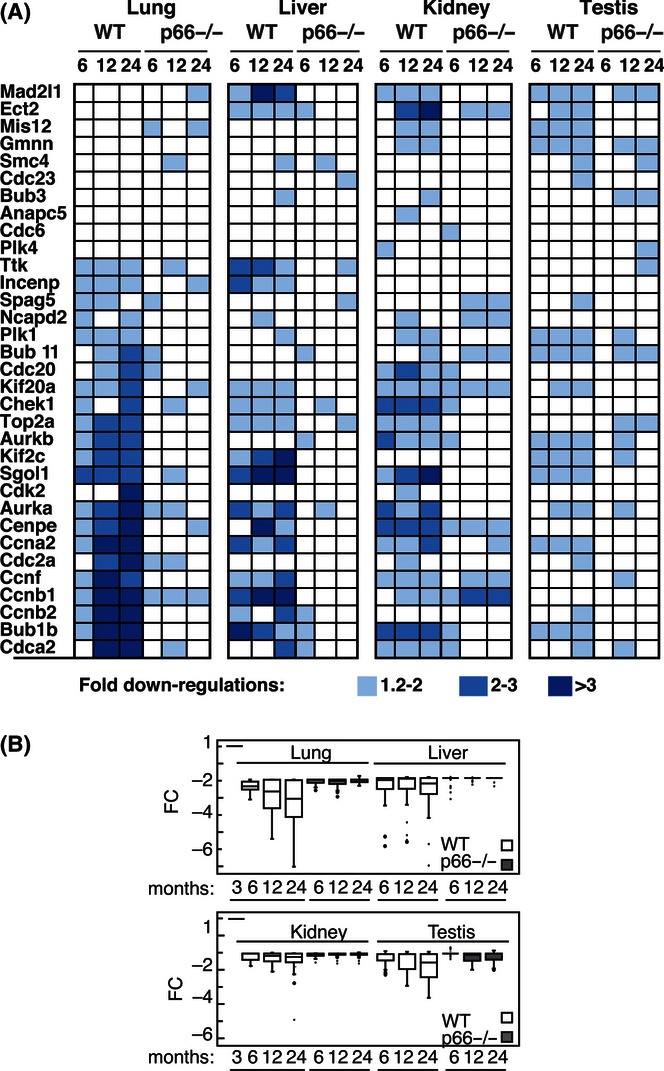
p53/p66 transcriptional-response to oxidative stress is activated during physiological aging. (A,B) Q-PCR analysis of lung, liver, kidney, and testis from 3, 6, 12 and 24 month-old WT and p66−/− mice. Heatmap (A) and box plot (B) representations of the expression profile of 31 G2-M genes significantly downregulated during physiological aging. For each gene, averaged tissue expression (2 mice per genotype per age group) at the indicated ages is compared with that of the corresponding tissue of 3-month-old mice (FC=1). (A) Darker blue colours indicate greater fold changes. (B) The lower and the upper edges of the box are the 1st and 3rd quartile, respectively (inter quartile range, IQR). The line in the middle of the box represents the median. The observations beyond the fences are denoted as circles and are considered outliers.

### p53/p66 transcriptional response to oxidative stress is mediated by the p44 isoform of p53 in MEFs

To investigate mechanisms underlying the effects of p66 on p53, we measured levels of p53 activation and recruitment to target promoters after H_2_O_2_. In both WT and p66−/− MEFs, levels of total p53 and p53 acetylation and phosphorylation were barely detectable under basal conditions, while progressively increased after treatment, with a peak at ∼2–3 h (Fig. S4C, left). In p66−/− MEFs, p53 activation was slightly reduced at 3 h after treatment. Notably, this reduction was not detected after Doxo treatment (Fig. S4C, right).

The mechanisms of p53 recruitment to promoters of repressed target genes are not definitively ascertained. It has been reported that, upon genotoxic stress, binding of p53 to the promoter of the CyclinB2 gene (one of our G2-M genes) does not involve canonical p53-binding sites but is mediated by the transcription factor NF-Y (Imbriano *et al*., 2005). Thus, we measured binding of p53 to the NF-Y sites of the CyclinB2 promoter by chromatin immunoprecipitation (ChIP). As expected, in WT cells, both H_2_O_2_ and Doxo treatments induced recruitment of p53 onto the NF-Y binding-sites (Fig. S5). In p66−/− cells instead, we observed impairment of p53 recruitment onto the CyclinB2 promoter, selectively after oxidative stress.

Recent findings suggest that binding of p53 to target promoters is regulated by specific p53 isoforms in the context of specific activating signals (Olivares-Illana & Fahraeus, 2010). p44/p53 is an N-terminally truncated p53 isoform, which forms homo- and hetero-oligomers with p53 and induces G2/M cell-cycle arrest in response to serum deprivation or endoplasmic reticulum (ER) stress (Candeias *et al*., 2006; Bourougaa *et al*., 2010). Thus, we investigated whether p44/p53 is involved in the oxidative-stress response of MEFs and whether p66 contributes to its regulation.

p44/p53 was detected in WT MEFs with antibodies against the p53 C-terminal portion (Figs 5A and S6). Levels of p53/p44 increased after treatment with the ER-stress inducer canavanine, as expected, and, to a comparable extent, after H_2_O_2_ (Figs 5A and S6). Notably, levels of p44/p53 after H_2_O_2_ (or canavanine) were significantly reduced in p66−/− MEFs.

**Fig. 5:**
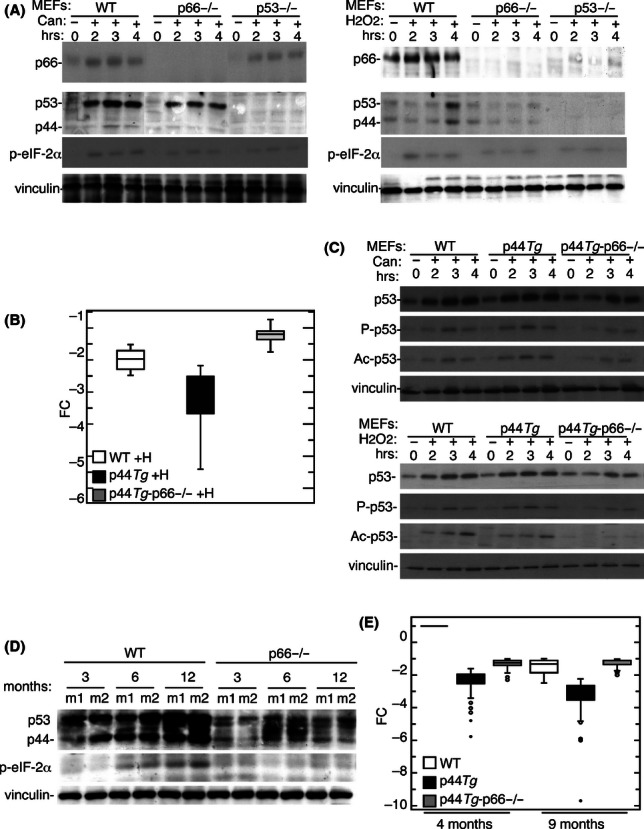
p66 loss interferes with p53/p44 activation upon endoplasmic reticulum (ER) stress. (A) Western blot analysis of proteins extracted from control and treated [canavanine (left) or H2O2 (right)] WT, p66−/− and p53−/− MEFs at the indicated time-points. Immunoblotting was performed with antibodies against: P-eIF2α, p66, p53 (AI25-13, anti-full length p53), and vinculin. (B) Effect of p66 deletion on the expression of 31 G2-M genes in p44Tg samples. Box plot representation of Q-PCR fold-changes (FC), with respect to the untreated controls, for the G2-M genes in H2O2-treated WT (WT+H), p44Tg (p44Tg+H) and p44Tg/p66−/− (p44Tg-p66−/−+H) MEFs. Average of 3 independent experiments. (C) Western blot analysis of proteins extracted from control and treated [canavanine (upper) or H2O2 (lower)] WT, p44Tg and p44Tg-p66−/− MEFs at the indicated timepoints. Immunoblotting was performed with antibodies against: p53 (DO-1, anti-N-terminal region), phosphorylated-p53 (P-p53), acetylated-p53 (Ac-p53) and vinculin. (D) Western blot analysis of proteins extracted from liver of 3, 6 and 12 month-old WT and p66−/− mice (m1, m2: 2 mice for each age group). Immunoblotting was performed with anti-p53 (AI25-13, anti full-length p53), anti-P-eIF2α and anti-vinculin antibodies. (E) Box plot representation of Q-PCR FC for the expression of G2-M genes in the thymuses of 4 and 9 month-old WT, p44Tg and p44Tg/p66−/− mice (4 animals per genotype). FC are compared with those of 4-month-old WT mice (FC=1).

p44/p53 forms from an internal translation-initiation site in the p53 mRNA (Maier *et al*., 2004; Candeias *et al*., 2006; Bourougaa *et al*., 2010) and its translation is regulated by the translation factor eIF2alpha (eIF2α) (Bourougaa *et al*., 2010). Canavanine, in fact, induces PERK-dependent phosphorylation of eIF2α, which inhibits cap-independent translation of the p53 RNA, thus increasing levels of p44/p53. Phosphorylation of eIF2α was poorly detectable in WT MEFs (Figs 5A and S6). Treatment with canavanine induced eIF2α phosphorylation and increased levels of p66 expression (Figs 5A, left and S6) and phosphorylation (not shown) to an extent comparable with that seen with H_2_O_2_ (Figs 5A, right and S6). Notably, phosphorylation of eIF2α after H_2_O_2_ (or canavanine) was significantly reduced in p66−/− MEFs. These results suggest that H_2_O_2_ treatment, like canavanine, activates p66 and p44/p53 in MEFs, and that p66 expression is critical for p44 activation. Notably, similar regulations of p66, p44/p53 and eIF2α phosphorylation were also observed in MEFs after treatment with canavanine, UV-irradiation or tunicamycin (Fig. S3B).

We then investigated the role of p44/p53 and p66 in cell-cycle regulation after oxidative stress. To this end, we used MEFs from transgenic mice overexpressing p44/p53 (p44Tg mice, Maier *et al*., 2004) and their intercrosses with p66−/− mice (p44Tg-p66−/−; c57bl/ICR mixed background, see Supporting Experimental Procedures). MEFs were treated with H_2_O_2_ and analysed for EdU (5-ethynyl-2′-deoxyuridine)-incorporation, β-Gal-positivity and G2-M gene expression. The frequency of EdU-incorporating cells was ∼70% in the untreated samples (WT, p44Tg and p44Tg-p66−/−). Six days after H_2_O_2_ treatment, it decreased to < 20% and < 5%, respectively, in WT and p44Tg MEFs, while it did not change in p44TG-p66−/− MEFs (Fig. S7A). The frequency of β-Gal-positive cells was < 5% in all untreated samples (Figs. S7B,C). After H_2_O_2_ treatment, it increased significantly in p44Tg MEFs (∼70 vs. ∼40% in WT), but not in p44Tg-p66−/− MEFs (∼25%;). Doxo-induced senescence, instead, was comparable between p44Tg and p44Tg-p66−/− cells. H_2_O_2_-induced down-regulation of 31 G2-M genes was significantly more pronounced in p44Tg MEFs than WT MEFs, and absent in p44Tg-p66−/− MEFs (Fig. 5B, Table S7a). Levels of p53 activation were unchanged in p44Tg MEFs (as compared to WT cells) and slightly reduced in p44Tg-p66−/− MEFs, after either H_2_O_2_- or canavanine-treatment (Figs 5C and S8). In conclusion, p44/p53 down-regulates G2-M genes and induces cell-cycle exit selectively after oxidative stress, and this effect depends on p66.

### p66 is critical for the effects of p44/p53 *in vivo*

Overexpression of p44Tg leads to increased cellular senescence in various tissues, accelerated aging and shorter lifespan, suggesting that p44/p53 is involved in physiological aging (Maier *et al*., 2004). Consistently, we found increasing levels of p44/p53 and phosphorylated eIF2α in the liver during chronological aging (Fig. 5D). p53/44 expression in other tissues was too low or nondetectable due to the presence of nonspecific immune-reactive polypeptides comigrating with p44/p53. Notably, expression of p44/p53 and phosphorylated eIF2α were significantly lower in age-matched p66−/− livers, suggesting that p66 regulates activation of p44/p53 *in vivo* (Fig. 5D).

We then investigated the effects of p44/p53 and p66 on thymus involution. Q-PCR analysis of G2-M gene expression showed significant down-regulation of 33/33 genes in thymuses of 4-month-old p44Tg mice, an effect that was absent in age-matched organs of p44Tg-p66−/− mice (Fig. 5E; Table S7b). At 9 months, expression of the same genes decreased in WT thymuses and was significantly lower in p44Tg organs. Again, this effect of p44/p53 was abrogated in the absence of p66. Thymuses from 4- to 9-month-old mice showed, in p44Tg animals, marked acceleration of organ involution (see haematoxylin and eosin – H&E – staining of the entire organ), progressive loss of proliferating (Ki67-positive) cells, accumulation of senescent (β-Gal-positive) cells and decrease in organ weight (Figs S9 and S10A,B). Strikingly, these features were absent in p44Tg-p66−/− mice. Thus, p44/p53 overexpression increases down-regulation of G2-M genes, exit from the cell-cycle and cellular senescence during thymus involution, and it does it in a p66-dependent manner.

Finally, we analysed the effects of p66 on the aging-phenotypes of p44Tg mice. Postnatal growth-rates in p44Tg mice showed reduced body mass at all time-points (4, 8 and 12 weeks), a phenomenon not observed in p44Tg-p66−/− mice (Fig. 6A). p44Tg mice became infertile as early as ∼5.6 months of age, as reported (Maier *et al*., 2004), while p44Tg-p66−/− mice continued to reproduce up to ∼8.5 months, like the WT animals (Fig. 6B). Loss of fertility in p44Tg mice was accompanied by loss of sperm-producing cells in the testis, which showed marked reduction in size and weight (Figs 6C and S10C), premature degeneration of the seminiferous epithelium and accumulation of β-Gal-positive cells, all features not observed in p44Tg-p66−/− mice (Fig. S10D). p44Tg mice also showed signs of bone aging at young age (4–7 months), with ∼60% of mice already exhibiting lordokyphosis at 7 months, a phenotype that was observed in only ∼10% of age-matched p44Tg/-p66−/− mice (Figs 6D and S11A). Histomorphometric analysis of H and E-stained sections from the femur (Fig. S11B), and tibia and lumbar spine (data not shown) of p44Tg mice revealed significantly greater reduction in trabecular bone volume (TBV) and osteoblast number at the femur, as compared to WT and p44Tg/p66−/− mice (Fig. 6E). Furthermore, shedding of hair in dorsal and occipital areas (regional alopecia) was more frequent in p44Tg mice (∼30%) than in WT or p44Tg-p66−/− mice (∼9 and 10%, respectively; Figs 6F and S11C). With respect to lifespan, p44Tg mice died considerably earlier than WT (median lifespan: ∼293 days), as reported (Maier *et al*., 2004). Strikingly, lifespan was considerably longer in p44Tg-p66−/− mice than in p44Tg mice (∼595 days; Fig. 6G; Table S8). Together, these data demonstrate that p66 is critical for p44/p53 acceleration of aging and lifespan shortening in mice.

**Fig. 6:**
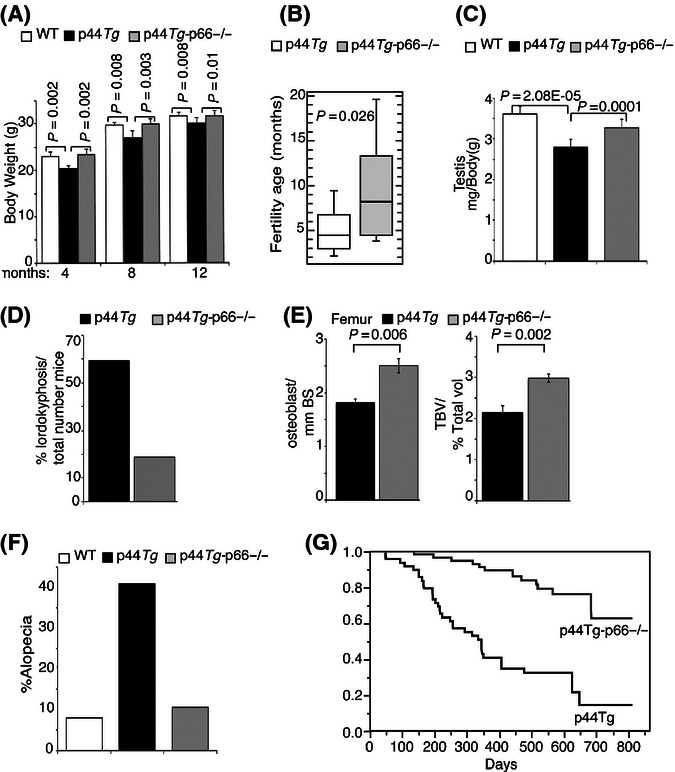
Effects of p66 on the aging-phenotypes of p44Tg mice. (A) Body weight of WT, p44Tg and p44Tgp66−/− mice at 4, 8 and 12 weeks of age; average of 10 males per group.(B) Box plot representation of the last fertile age (in months) of p44Tg and p44Tg-p66−/− mice (20 males per group). The lower and the upper edges of the box are the 1st and 3rd quartile, respectively (inter quartile range, IQR). The line in the middle of the box represents the median (5.6 months for p44Tg and 8.5 months for p44Tg-p66−/−). (C) Testis weight of 5-month-old WT, p44Tg and p44Tg-p66−/− mice (average from 10 mice per group) (D) Percentage of lordokyphosis in p44Tg and p44Tg-p66−/−mice (*n* = 60). (E) Histomorphometric analysis of H&E sections (Fig. S10B) from the femur of different p44Tg and p44Tg-p66−/−mice of the same age (9 months; *n* = 3). Left: osteoblast number/bone surface ratio (osteoblast/mm BS). Right: trabecular bone volume (TBV). (F) Percentage of alopecia in 7-month-old WT, p44Tg and p44Tg-p66−/− mice for each group (*n* = 50). (G) Kaplan–Mayer representation of the lifespan of p44Tg (*n* = 49) and p44Tg-p66−/− (*n* = 55) mice (Table S8). Error bars represent SD; significant *P*-values are indicated (two-tailed *t*-test).

## Discussion

The role of p53 in ensuring longevity through prevention of cancer is well established. P53 activates a cellular response to DNA damage that leads to a halt in proliferation, *via* apoptosis or senescence, and is considered a powerful barrier to tumour development (Soussi & Beroud, 2001). Recent evidence, however, suggests that p53 also contributes to aging, though its specific role remains controversial (Feng *et al*., 2011). Genetically modified mice expressing N-terminally truncated p53 proteins (the artificial ‘m’ p53 mutant or the p44-/p53-natural isoform) exhibit increased p53 activities, resistance to cancer, accelerated aging and reduced lifespan. Cells from these mice are more susceptible to both p53-mediated apoptosis (Tyner *et al*., 2002) and p53-mediated senescence (Maier *et al*., 2004), suggesting that enhanced cancer protection comes at the cost of accelerated aging. Consistently, other mutant mice with permanent activation of p53, either by loss of Mdm2 regulation (mice with a hypomorphic mutation in Mdm2) or constitutive DNA instability (mice deficient for telomerase, Ku80 or Brca1), also showed increased apoptosis, senescence or accelerated aging (Vogel *et al*., 1999; Lim *et al*., 2000). Thus, the p53-dependent apoptosis/senescence-response to DNA damage may be antagonistically pleiotropic, suppressing tumour formation and promoting early life survival on one hand and causing accumulation of senescent cells and limiting longevity on the other (Feng *et al*., 2011). Our studies provide evidence for an alternative hypothesis: the tumour suppressor and pro-aging functions of p53 reflect the presence of two distinct p53-signalling pathways.

The DNA-damaging agent Doxo or oxidative stress activate p53 and induce senescence of cultured fibroblasts. We show that p53 transcriptional responses to Doxo or oxidative stress only partially overlap and that the latter is specifically dependent on p66 expression. Consistently, both p53−/− and p66−/− cells are resistant to oxidative stress, while only p53−/− cells are resistant to Doxo.

The p53/p66 transcriptional response to oxidative stress involves down-regulation of a set of ∼200 genes critical for G1/S transition, DNA replication, G2/M transition, mitosis or activation of the spindle checkpoint. Strikingly, most of them are genetic determinants of cell-cycle progression or suppression of senescence, suggesting that their coordinated repression mediates cellular responses to oxidative stress.

Transcription from these genes is usually repressed in G1 and activated in S-phase, to continue in G2 and M. Several of them are characterized by the presence in their promoters of tandem repressor-elements (CDE/CHR), responsible for G1-specific silencing, and upstream CCAAT boxes, through which NF-Y activates transcription in G2-M (Muller & Engeland, 2010) (Dataset S4b). The mechanism underlying repression by p53 is unclear. Available information suggests that it does not require canonical p53-binding sites and depends on intact CCAAT/CDE/CHR/elements (Muller & Engeland, 2010). Notably, our G2-M promoters showed over-representation of the CCAAT/CDE/CHR module and under-representation of p53-binding sites (unpublished), suggesting that they represent a coordinated gene network repressed by p53 through the CCAAT/CDE/CHR/elements.

p53 represses this gene network specifically after oxidative stress (as compared to doxorubicin) and specificity is conferred by p66. p66 is activated by oxidative stress to produce mitochondrial ROS (Giorgio *et al*., 2005) and is a genetic determinant of transcriptional and cellular responses to oxidative stress (albeit not to doxorubicin), suggesting that it functions as a redox-specific signalling protein to modulate p53 responses. Mechanistically, p66 might exert this effect by activating p44/p53 signalling after oxidative stress. p66, in fact, is activated by oxidative stress and, in this context, is critical for the phosphorylation of eIF2alfa, expression of p44/p53, recruitment of p53 (and possibly p53-p43/p53 heterodimers) to the NFY-binding sites of the CyclinB2 CCAT/CDE/CHR promoter, and the transcriptional effect of p44/p53 on G2-M genes. As down-regulation of G2-M gene transcription requires intact p66 redox activity, p66 might activate p44/p53 signalling by oxidation of relevant substrates. Notably, the redox environment is an important regulator of both eIF2alpha and NF-Y (Jagus & Safer,^1981^*;* Bourougaa *et al*., 2010).

Oxidative stress interferes with disulphide bonding in the lumen of the ER, leading to protein unfolding/misfolding and activation of multiple signal-transduction events (the unfolded protein response). Activation of p66 in proliferating cells, following oxidative stress and protein damage, might favour activation of selected p53-downstream pathways, through p44/p53, leading to transient cell-cycle arrest and repair of damaged proteins, or, if protein damage is severe or protracted, cellular senescence or apoptosis (Kim *et al*., 2008*;* Bourougaa *et al*., 2010). Notably, p66 is critical for the expression of p53/p44 after treatment with the ER-stress inducer canavanine.

Activation of the p53/p44-p66 pathway might also occur *in vivo* and be implicated in the attenuation of cell proliferation and entry into senescence. We show, in fact, that p53/p66 transcriptional response to oxidative stress is activated *in vivo* when cells are induced to hyper-proliferate (as in the regenerating hepatocytes) or enter senescence (as during physiological involution of the thymus). Notably, the regenerating liver of p53−/− and p66−/− mice showed increased percentages of cycling cells, while p44/p53 overexpression accelerated accumulation of senescent cells (thymus involution), an effect that was prevented by p66 deletion in both p44/p53 transgenic and WT animals. Thus, one physiological function of the p53/p44-p66 pathway is to restrict cell proliferation and favour entry into senescence.

Strikingly, p66 deletion also abrogated the effects of p44/p53 overexpression on aging and lifespan. Thus, the progressive activation of the p66-p44/p53 pathway in proliferating cells of various tissues, due to the accumulation of oxidative stress, might contribute to physiological aging and limit lifespan. Abrogation of this pathway, however, is not expected to increase tumour formation. In p66−/− cells, doxorubicin activates p53 and induces senescence and apoptosis, suggesting that different and nonredundant p53 pathways can be activated by protein or DNA damage, which might differently contribute to aging and tumour suppression.

## Experimental procedures

### Animals

Details of strain are reported in Supporting Information (SI), Experimental Procedure Section. Affymetrix screenings were conducted on tissues and cells obtained from WT, p66−/− or p53−/− mice in the sv/129 background. Q-PCR validations and *in vivo* analyses were performed in cells and tissues from wt, p66−/− or p53−/− mice in the sv/129 or c57bl backgrounds (to investigate the effects of different genetic backgrounds on our findings). In the p44Tg experiments, we used WT, p44Tg and p44Tg-p66−/− in the mixed c57bl/ICR background (see SI).

### Cell culture

Primary murine embryonic fibroblasts (MEFs) were isolated from 13.5-day-old embryos according to standard procedures. Senescence, apoptosis and proliferation assay are described in SI.

### Microarray hybridization, dataset processing and Quantitative-PCR

We conducted analysis with the gene-expression series dataset deposited in the NCBI's Gene-Expression Omnibus and are accessible through GEO Series accession number GSE28418. All technical information on Affymetrix screening, Quantitative-PCR and Gene-Ontology analysis are reported in SI.

### Western blotting

Western blots were generated using standard procedures. Details in SI.

### Immunohistochemistry

Four micrometer thick sections of the prepared organs were used for all staining described in SI.

### Partial hepatectomy (PH)

Detailed description of the surgical procedure is reported in SI.

### Survival curve

The Kaplan–Meier method was used to plot survival curves, and the log-rank test was used to determine the statistical significance of the differences scored between survival curves. Statistical analysis was performed using JMP statistical software. Raw data of survival experiment are reported in SI, Table S8.

### Data analysis

Data are presented as the mean ± standard deviation (SD) and analysed by the Student's *t*-test in *n* > 3 independent experiments. Differences between means were assessed by two-way analysis of variance. The minimum level of significance was set at *P* < 0.05.

# Supplementary material for: Oxidative stress activates a specific p53 transcriptional response that regulates cellular senescence and aging
**Source:** Aging Cell. 2013 Mar 27;12(3):435–45. doi: 10.1111/acel.12060
**Supplement:** Supplementary file 16

**Supporting Information**

**Oxidative stress activates a specific p53 transcriptional-response which regulates cellular senescence and aging**

**Datasets used in the study.**

1. Legend DATASET1, (file name: DatasetS1 SuppInfo.xls): Gene expression changes

in response to H2O2 in WT, p53-/- and p66Shc-/- MEFs …………………………….........pag. 2

1. Legend DATASET2, (file name: DatasetS2 SuppInfo.xls): Gene expression changes in

tissues from 2-month old WT, p66-/- p53-/- and p53/p66dko mice……………………… pag. 2

1. Legend DATASET3, (file name: DatasetS3 SuppInfo.xls):

Gene expression changes in response to Doxorubicin in WT and p66-/- MEFs…………..pag. 2

1. Legend DATASET34, (file name: DatasetS4 SuppInfo.xls): p53/p66-dependent gene

regulations involved in cell-cycle control………………………………………………….pag. 2

**Supporting Tables.**

Table S1: Functional enrichment of p53/p66-regulated genes.(Supporting on **Fig. 1**).........pag. 3

Table S2: Raw data for expression analysis on main **Fig. 2A** is presented…………….......pag. 4

Table S3: Raw data for expression analysis on main **Fig. 2C** is presented………………...pag. 5

Table S4: Raw data for expression analysis on main **Fig. 3B** is presented …………..........pag. 6

Table S5: Raw data for expression analysis on main **Fig. 3E** is presented …………..........pag. 7

Table S6: Raw data for expression analysis on main **Fig 4** is presented…………………..pag. 8

Table S7: (a-b) Raw data for expression analysis on main **Fig. 5B** is presented………….pag. 10

Table S8: Raw data for the survival experiment on main **Fig. 6 G** is presented…………..pag. 11

**Supporting Experimental Procedures**……………………………………………………………pag. 12

**Supporting Figures (Legend).**

Figure S1: main results presented in **Fig. 1**; filename: Fig.S1 SuppInfo

Figure S2: main results presented in **Fig.1**; filename: Fig S2 SuppInfo

Figure S3: main results presented in **Fig.2 and Fig 5;** filename: Fig S3 SuppInfo

Figure S4: main results presented in **Fig. 3 and Fig. 5**; filename: Fig S4 SuppInfo

Figure S5: main results presented in **Fig. 5** filename: Fig S5 SuppInfo

Figure S6.Relative intensities of the western blot bands in **Fig. 5A** : file name:Fig S6 SuppInfo

Figure S7: main results presented in **Fig 5** filename: Fig S7 SuppInfo

Figure S8: Relative intensities of the western blot bands in **Fig.5C,** file name:Fig S8 SuppInfo

Figure S9 : main results presented in **Fig 5 and Fig6**; file name: Fig S9 SuppInfo

Figure S10: main results presented in **Fig 5 and Fig6**; file name: Fig S10 SuppInfo

Figure S11: main results presented in **Fig6**; file name: S11 SuppInfo

**Datasets used in the study.**

**DATASET1. Gene expression changes in response to H2O2 in WT, p53-/- and p66Shc-/- MEFs** **MEFs** (n=4; ANOVA/t test: p - value<0.05; fold-change (FC): ±1.5). **(a)** Probe set-regulations in H2O2-treated WT (WT+H2O2), p53-/- (p53-/- +H2O2) and p66-/- (p66-/-+H2O2) MEFs, as compared to WT untreated samples (FC=1). D= down regulated; UP= up-regulated; NC= no changes. 

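Dataset S1 sorts each regulation by whether it was kept in the mutant cells. A gene that passed in WT cells and in neither mutant is called p53-p66 dependent, a gene kept in p66−/− cells alone p53-only dependent, a gene kept in p53−/− cells alone p66-only dependent, and a gene kept in both independent. Kept means here that the probe set passed in the same direction. The dataset asks of its dependent genes that they did not change in the mutant. The counts here also hold genes that passed in the opposite direction in p53−/− cells, 841 by the labels and 7 with the labels exchanged. With the p53−/− labels exchanged, the direction of the dataset's own fold changes, the 1279 genes counted here fell into 401, 37, 671 and 170 genes in that order. By the labels they fell into 1068, 204, 4 and 3. Of the 387 genes that the paper places in its p53-p66 dependent class, 363 passed in WT cells here and in neither mutant with the labels exchanged. Of the 1798 probe sets that the dataset lists, 1666 passed here, and 1788 with the replicate number as a block. Examples of the classes, chosen after their values were seen and with the labels exchanged, are Btg2 as p53-p66 dependent, Mdm2 as p53-only dependent, Hmox1 as p66-only dependent and Atf3 as independent of both.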

Categories (classification of each regulation with respect to its dependency on p53 or p66 expression): dependent on the expression of both p53 and p66 (p53-p66 dependent: regulated only in H2O2-treated WT MEFs and not changed in both H2O2-treated p53-/- and p66-/-MEFs); dependent on the expression of p53, independent of the expression of p66 (p53-only dependent: concordantly regulated in H2O2-treated WT MEFs and p66-/-MEFs, and not changed in H2O2-treated p53-/- MEFs): dependent on the expression of p66, independent of the expression of p53 (p66-only dependent: concordantly regulated in H2O2-treated WT and p53-/- MEFs, and not changed in H2O2-treated p66-/- MEFs); independent of the expression of both p53 and p66 (p53-p66 independent: concordantly regulated in H2O2-treated WT, p53-/- and p66-/- MEFs). d=duplicate (more than one probe set for the same gene) **(b)** Gene-regulations in H2O2-treated WT (WT+H2O2), p53-/- (p53-/- +H2O2) and p66-/- (p66-/- + H2O2) MEFs (n=1498). **(c)** List of the387 p53-p66 dependent H2O2-induced gene-regulations.

**DATASET2. Gene expression changes in tissues from 2-month old WT, p66-/- p53-/- and p53/p66dko mice.** For each tissue, 6 panels are reported (thymus, lung, liver and heart), each showing: the p66-dependent probe set-regulations (**a**); the p53-dependent probe set-regulations (**b**), the p53/p66-dependent (p53/p66dko) probe set-regulations (**c**) and the corresponding fold change probe set-regulations (d-f); Results are expressed as fold-changes with respect to the corresponding WT tissues (FC=1). UP: up-regulated; D: down-regulated.

**DATASET3. Gene expression changes in response to Doxorubicin in WT and p66-/-MEFs.** (n=2; ANOVA/t test: p-value <0.05; fold-change (FC): ±1.5). Probe set-regulations (**a**) or gene-regulations (**b**) in doxorubicin-treated WT (WT+doxo) and p66-/- (p66-/-+doxo) MEFs, as compared to WT untreated-samples (FC=1). D= down regulated; UP= up-regulated; NC= no changes. Categories (classification of each regulation with respect to its dependency on p66 expression): p66-dependent or p66-independent. **(c)** Common gene-regulations observed in H2O2-treated and doxo-treated MEFs (n= 820). Their dependency on p66-expression is also reported (“WT+ H2O2” or “WT + doxo” categories).

**DATASET4. p53/p66-dependent gene regulations involved in cell-cycle control. (a)**List of the p53/p66 dependent genes generated from the assembly of H2O2-induced regulations (n=81) and of genes from the thymus (n=390), involved in the control of cell-cycle. Gene regulations observed in H2O2-treated MEFs (Regulated in MEFs) or in intact thymus (Regulated in Thymus) are indicated by “x”. D= down regulated; UP= up-regulated. Gene Ontology (GO): putative function of each gene in the cell cycle (G1/S transition; G2/M transition or mitosis – G2-M; or undefined cell-cycle function), as defined by GO (**b**) Literature Scanning of G2/M p53-p66 dependent genes: Informative Literature data available for 114 genes for which enough literature data is available to assign a function in the G2/M transition or mitosis, the “x” marks those genes that contain CDE/CHR consensus in their promoters. For these genes, available information on the effects of gene-regulation on cell cycle, and References, are indicated.

**Supporting Tables**

**Table S1.**

**Functional enrichment of p53/p66-regulated genes. (Supporting on figure 1)** (**A**) Canonical Pathway Analysis by David and Ingenuity bioinformatics tools. The 5 most statistically significant over-represented pathways identified from the 387 p53-p66dependent genes after H2O2 induction in WT MEFs are showed.

(**B**) Canonical Pathway Analysis by Ingenuity bioinformatics tool. The 5 most statistically significant over-represented pathways identified from all the p53-p66dependent genes in the thymus, heart, liver and lung are showed.

**Table S2**

**Raw data for expression analysis on main Figure 2A is presented.** Q-PCR validation of 19-p53 p66 G2-M

gene-regulations in H2O2-treated MEFs: WT+H2O2 (untreated *versus* H2O2-treatedWT MEFs);

p53-/-+H2O2 (untreated *versus* H2O2-treated p53-/- MEFs); p53-/-(+p53)+H2O2

(untreated *versus* H2O2-treated p53-/- MEFs transduced with a retrovirus expressing p53);

p66-/-+H2O2 (untreated *versus* H2O2-treated p66-/- MEFs); p66-/-(+p66)+H2O2 untreated *versus* H2O2-treated

p66-/- MEFs transduced with a retrovirus expressing p66); p66Shc-/-(+QQ)+H2O2 (untreated *versus*

H2O2-treated p66-/- MEFs transduced with a retrovirus expressing the p66 QQ mutant);

n=4 experiments. For each experiment, FC: fold-change, as compared to untreated controls

(FC= 1; see Experimental procedures); SD: standard deviation; p-value: two-tailed *t*-test are reported

.

**Table S3.**

**Raw data for expression analysis on main Figure 2C is presented.** Q-PCR validation of 18 p53-p66 G2-M gene-regulations in doxorubicin-treated MEFs: WT+doxo (untreated *versus* doxorubicin-treatedWT MEFs); p53-/-+doxo (untreated *versus* doxorubicin-treated p53-/- MEFs); p53-/- (+p53)+doxo (untreated *versus* doxo-treated p53-/- MEFs transduced with a retrovirus expressing p53); p66-/-+doxo (untreated *versus* doxorubicin-treated p66-/- MEFs); p66-/-(+p66)+doxo (untreated *versus* doxorubicin-treated p66-/- MEFs transduced with a retrovirus expressing p66); n=2 experiments. For each experiment, fold-changes (FC), as compared to untreated controls (FC=1; see Methods) and standard deviation (s.d) are reported.

**Table S4**

**Raw data for expression analysis on main Figure 3B is presented.** Q-PCR analysis of 18 G2-M genes on RNAs from livers of 2-month old WT, p66-/- and p53-/- mice, obtained during hepatic regeneration. For each sample we pooled RNAs from 3 animals. The same experiment was repeated twice. Results are expressed as fold-changes (FC) with respect to the liver of WT mice prior to haepatectomy (FC=1). s.d: standard deviation.

**Table S5**

**Raw data for expression analysis on main Figure 3E is presented.** Q-PCR analysis of 33 G2-M genes on RNAs from thymuses of 2- and 12-month old mice (WT and p66-/-). For each sample we pooled RNAs from 8 animals. Results are expressed as fold-changes (FC) with respect to the thymuses of 2-month old WT mice (FC=1) and 2- and 12-month old p66-/- mice as indicated. s.d.: standard deviation. p- value = two-tailed *t*-test.

**Table S6 (a) Raw data for expression analysis on main Figure 4 is presented.** Q-PCR analysis of 31 G2-M genes on RNAs from lung and liver, of 3, 6, 12 and 24 month old mice (WT and p66-/-) Results are expressed as fold-changes (FC) with respect to the WT or p66KO (lung, liver, kidney, testis) of 3-month old WT mice (FC=1). s.d: standard deviation (n= 2 mice for each group).

(ND= Not detected expression)

**Table S6 (a) Raw data for expression analysis on main Figure 4 is presented.** Q-PCR analysis of 31 G2-M genes on RNAs from kidney and testis, of 3, 6, 12 and 24-month old mice (WT and p66-/-). Results are expressed as fold-changes (FC) with respect to the WT or p66KO (lung, liver, kidney, testis) of 3-month old WT mice (FC=1). s.d: standard deviation (n= 2 mice for each group). (ND= Not detected expression)

**Table S7 (a)(supplementary on figure 5B). Raw data for expression analysis on main Figure 5B is presented.** Q-PCR analysis of 31 G2-M genes on RNAs from H2O2-treated MEFs: WT+H2O2 (untreated *versus* H2O2-treatedWT MEFs); p44Tg+H2O2 (untreated *versus* H2O2-treated p44Tg MEFs); p44Tg/p66-/-+H2O2 (untreated *versus* H2O2-treated p44Tg-p66-/- MEFs); n=3 experiments. FC: fold change, as compared to untreated controls (FC= 1; see Methods); s.d.: standard deviation; p-value: two-tailed *t*-test.

**Table S7 (b)(supplementary on figure 5E). Raw data for expression analysis on main Figure 5E is presented.** Q-PCR analysis of 33 G2-M genes on RNAs from thymuses of 4- and 9-month old WT, p44Tg and p44Tg/ p66-/- mice (n= 4 mice for each group). Results are expressed as fold-changes (FC) with respect to the thymuses of 4-month old WT mice (FC=1). s.d: standard deviation. p- value: two-tailed *t*-test.

**Table S8. Delayed aging in p44Tg and p44Tg-p66-/- mice.**

(**A**) Raw data for the survival experiment on main Figure 6 G is presented. The mice used for survival studies (p44Tg n=49; p44Tg-p66-/- n= 55) are divided in four age intervals (expressed in days) for the two different genotypes. The mice number entering the age interval and the animal number censored are identical. In the third column there are the dead mice numbers within the different age intervals.

| **GENOTYPE** | **AGE INTERVAL**  **(DAYS)** | **NUMBER ANIMALS ENTERING**  **THE AGE INTERVAL** | **NUMBER ANIMALS DEAD**  **WITHIN THE AGE INTERVAL** |
| --- | --- | --- | --- |
| **p44*Tg*** | 48-196 | **15** | **15** |
| **p44Tg/p66-/-** |  | **2** | **2** |
| **p44*Tg*** | 202-355 | **17** | **17** |
| **p44Tg/p66-/-** |  | **4** | **4** |
| **p44*Tg*** | 496-595 | **16** | **6** |
| **p44Tg/p66-/-** |  | **29** | **6** |
| **p44*Tg*** | 625-808 | **1** | **0** |
| **p44Tg/p66-/-** |  | **20** | **3** |

(**B**) Average lifespan (days) of individual p44Tg and p44Tg-p66-/-mice. Statistical analysis was performed using JMP statistical software.

| **GENOTYPE** | **Died** | **Alive** | **Average lifespan** | **Std Error** | **Test** | **ChiSquare** | **p value** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **p44*Tg*** | 38 | 11 | 293 | 23.2109 | Log-Rank | 41.9094 | <.0001 |
| **p44Tg/p66-/-** | 15 | 40 | 565 | 19.9696 | Wilcoxon | 41.2512 | <.0001 |

**Supporting Experimental Procedures**

**Animals p44Tg and p44Tg-p66-/-** The p44Tg transgenic mice were generated on the ICR background (Maier et al. 2004). Backcross of the p44Tg mutation into the c57bl background becomes lethal at around the 5th generation (unpublished). To overcome this limit, we created F5 mice heterozygous for both the p44Tg transgene and the p66-null allele, using markers from validated database of single-nucleotide polymorphisms (76% c57bl and 24% ICR) (p44Tg+/-;p66+/-). Double mutants were then crossed to obtain wt, homozygous p44Tg (p44Tg+/+) and homozygouse double-mutant (p44Tg+/+- p66-/-) mice (mendelian ratios of 0.093%, 0.031% and 0.093%, respectively). Levels of the p53/p44 transgene were quantified by QPCR using specific primers (forward: tgccgaacaggtggaatatcc; reverse: ccgggaatggctggctata). Mice were housed in a temperature-controlled room under a 12-h light/12-h dark cycle.

**Cell treatment.**: Early passage (p.2-5) MEFs were treated with DMEM medium containing 400 μM H2O2, 0.25 μg/ml of Doxorubicin, 10 μM canavanine, 10 μM Tunicamycin (Sigma-Aldrich, St. Louis, MO, USA) or UV-irradiated (254nm: 30J/m2) and then incubated at 37°C for the time indicated in each experiment. *Retroviral infections*. Retroviral vector DNAs were transfected into the Phoenix helper cell line and, the supernatants were used to infect target cells. Senescence MEFs were identified by their ability to positive-stain for acid β-galattosidase (pH 6), as described by Dimri et al.1995). Edu incorporation assays were used to directly measure S-phase synthesis. Cells were treated with H2O2 and Doxorubicin for 24 hour 0.1 μM EdU pulse and fixed with a 4% Paraformaldehyde solution. Proliferating cells were detected with the Click-iT EdU Alexa Fluor 647 Imaging Kit (Invitrogen, Life Technologies Ltd., Paisley, UK) according to the manufacturer’s protocol. Nuclei were stained with Dapi. Apoptosis assay: anti-caspase-3 positive cells were revealed by FACS analysis using anti cleaved caspase-3 antibodies (Cell Signaling Technology Inc., Danvers, MA USA).

**Microarray hybridization.** Total RNA from MEFs and tissues was extracted using the Trizol protocol (Invitrogen, Life Technologies Ltd) and further purified using the RNeasy Mini kit (QIAGEN, Valencia, CA, USA) according to the manufacturer’s instructions. Biotinylated cRNA targets were synthesized from each RNA pool and hybridized to Affymetrix GeneChip Mouse Genome 430 2.0 arrays. Results were analyzed using the Partek Genomics Suite software v6.5 ([www.partek.com](http://www.partek.com/); Partek Inc.,Saint Louis, MO, USA). *MEF screening*. For each experimental condition tested, four (growing and H2O2-treated) or two (DOXO-treated) independent RNA preparations of wild-type, p53-/- and p66Shc-/-MEFs were used. The ratio between signal intensities in treated and untreated conditions was used as a relative measure to identify expression changes in all the different backgrounds. Data from each of the quadruplicate (H2O2-treated) or duplicate (DOXO-treated) experiments required a separate analysis before combination into a single data set. All probe sets underwent statistical analysis to identify transcripts differentially expressed in response to H2O2 (p < 0.05 and fold-change, FC ±1.5). *Tissue screening:* for each genotype tested (WT, p53-/- and p66-/-), independent RNA preparations of thymus, liver and heart were obtained from four different mice (2-month old) and equal quantities pooled together for each organ sample. *Target preparation*. Targets were synthesised starting from 100 ng of total RNA. Double stranded cDNA synthesis and subsequent IVT reaction were performed using the Affymetrix GeneAtlas® 3' IVT Express Kit (Affymetrix, part# 901649) to generate biotinilated cRNA. All amplification and labelling protocol steps were performed according to manufacturer's indications. *Affymetrix GeneChip Array Strip hybridization.**.*Set up of the hybridization cocktail was performed using the GeneAtlas Hybridization, Wash and Stain Kit for 3’ IVT Arrays (Affymetrix, part# 901531). Targets were diluted in hybridization buffer at a final concentration of 0.05 μg/μl, denatured at 96°C for 15 minutes and incubated at 45°C for 2 minutes. A 10 minutes, 45°C pre-hybridization step was performed, then the Affymetrix MG-430 PM Array Strip (Affymetrix, part# 901570) was hybridized for 16 hours at 45°C with up to four distinct hybridization cocktails (120 μl/well), each in a separate position on the hybridization tray.

*Affymetrix GeneChip Array Strip washing and staining.*The Array Strip was washed and stained in the GeneAtlas™ Personal Fluidics Station according to manufacturer’s recommendations. A single MG-430 PM Array Strip, containing 4 GeneChip arrays, can be processed at a time by the Personal Fluidics Station. *Image acquisition and processing****.*** Upon staining, Array Strips were imaged by the GeneAtlas™ Imaging Station, using a CCD camera device. Affymetrix GeneAtlas™ Command Console software was used to control the image acquisition process and generate DAT and CEL files, which were submitted to data analysis with proprietary software. *Affymetrix Data analysi****s***. Data analysis was run using Partek Genomics Suite software v6.5 (www.partek.com). CEL files from MEF and Tissue screening were imported and normalized using RMA algorithm. Data set have been deposited in the NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE28418.

**GO classification.** All significant gene entries were subjected to GO classification using the Ingenuity Systems® www.ingenuity.com and the publicly accessible software DAVID functional annotation [http://david.abcc.ncifcrf.gov/](#_Hlk182476387%091,67164,67194,0,,http:/)

**Quantitative-PCR*.*** RNA QPCR experiments were performed on cDNA reverse transcribed with Super Script III (Invitrogen, Life Technologies Ltd.) according to manufacturer’s protocol. Obtained cDNA was used for determining the relative levels of specific mRNA with a 5’ nuclease assay (Taqman) chemistry system. All PCRs were performed with an ABI 7900HT sequence detection system. Each sample was run in triplicate. The mean value of the replicates for each sample was calculated and expressed as cycle threshold (CT, cycle number at which each PCR reaction reaches a predetermined fluorescence threshold, set within the linear range of all reactions). The 2^(-∆∆CT) method was used for the relative quantification of gene expression in the samples analysed. *High-throughput Q-PCR****.*** A specific Applied Biosystems Micro Fluidic Card was generated, which contained pre-designed assays of chosen genes (https://docs.appliedbiosystems.com /msdssearch.html). Results were expressed as fold-changes (FC) relative to the control, after normalization using 18 S and Beta2 microglobulin gene expression levels. *Data analysis.* Data are presented as the mean ± standard deviation (SD) and analysed by the Student’s t test. Differences between means were assessed by two-way analysis of variance. The minimum level of significance was set at p <0.05

**Western Blotting.** Western blots were generated using standard procedures. *Primary antibodies:* anti-p53 antibody, a monoclonal mouse antibody generated at the IFOM-IEO CONGENTECH technology platform (AI25-13, recognizes full length p53); anti-p53 (DO-1, recognizes only p53-N-terminal; Santa Cruz Biotechnology, Inc., Santa Cruz, CA, USA), anti-Shc, (BD Transduction Laboratories, Franklin Lakes, NJ, USA); anti-p53 Lys 379 Acetylated, anti-p53 Ser 15, anti-cleaved caspase-3 (Asp 175) and anti-Pospho eIF2alpha (all Cell Signaling Technology, Danvers, MA, USA); anti-p66 Ser36 (Alexis, Enzo Life Sciences UK) and anti-vinculin (Sigma-Aldrich). *Secondary antibodies:* peroxidase-conjugated goat anti-mouse IgG and anti-rabbit IgG (Amersham Biosciences GE Healthcare, Piscataway, NJ, USA"). Chemiluminescence was detected with ECL Western blotting detection reagent from Amersham Biosciences.Densitometry was performed using Image J Software.

**Chromatin Immunoprecipitation (ChIP).** Cells were processed for qChIP protocol reported in (Martinato et al. 2008). Samples were incubated overnight at 4°C with the appropriate antibody. DNA was purified with Wizard SV Gel and PCR Clean-up system (Promega, Madison, WI, USA) according to the manufacturer’s protocol. ChIP products and input DNA were used for quantitative PCR. All reactions were performed with the following reagents: 0.4 µM primer, 12.5 µl of SYBR Green PCR Master MIX (Applera, USA), and a fixed volume of template DNA in a final volume of 25 µl. Thermal cycling parameters were: 2 minutes at 50°C, followed by 10 minutes at 95°C,

and 1 minute at 60°C. We used 1/30 of the eluted DNA from both ChIP samples and input. The oligonucleotides used to validate regions occupied by NF-Y in the proximal promoter of ccnb2 were so designed: forward: aatacaagccagccaatcaac; reverse: ccagtctagccaatgggttg. The amount of immunoprecipitated DNA relative to that present in the total input chromatin was calculated as described by (Fra*nk et a*l. 2001).

**Immunohistochemistry.** 4 m thick tissue sections of the prepared organs were deparaffinised and rehydrated. Tissue sections were blocked with 2% BSA, 0.05% Tween-20 and TBS solution for 40 minutes, and subsequently stained with standard H&E or incubated with Mki67 primary antibody (NeoMarkers) followed by HRP anti rabbit secondary antibody (Dako Envision System; Dako, Carpinteria, CA, USA). *β-Galactosidase staining (buffer pH 6):* thymuses or testes were frozen in OCT and Cryostat sections (4 μm) were placed on poly-L-lysine-coated glass slides and fixed in 2% w/v formaldehyde/0.2% glutaraldehyde buffer pH 6 (100 mM citric acid and 200 mM Sodium Phosphate Dibasic). Sections were viewed on a light microscope Olympus BX51 (Objectives: UPlanFl 4x/0.13na; UPlanFl 20x/0.5na). Acquisition Software: NIS Elements 2.3 Nikon Processing Software (mosaic); PhotoShop Camera: Color Camera Digital Sight DS-SM, pixel size 7.5 µm. *Quantification of acquired images:* staining was analysed using ImageJ software. -Gal and Ki67 staining were segmented in images using a colour threshold tool available in ImageJ. We measured the integrated density on binary images (where pixel can have only 0 or 255 as intensity value), and used this measure to compare WT with other samples. *Bone histology and histomorphometry:* tissue sections (7 m) from the femurwere stained with H&E as reported in (Maier *et al.* 2003). Image analysis was performed using an open source software (Schindelin *et al.* 2012). Trabecular region distribution images in each field were segmented using "Advanced Weka Segmentation" (Schindelin *et al*. 2012). This mask was used in calculation of trabecular number/bone volume ratio. To count the number of osteoblasts *per* trabecular volume, images were processed applying a sequence of filters that enhance the contrast between small structures and background of trabecular regions.

**Partial hepatectomy.** Partial Hepatectomy (PH). 8-week-old p66-/- KO and WT male mice were subjected to 70% PH. Mice were subjected to anaesthesia by isofluorane for a classical sub-xiphoid incision to allow extrusion, extra-abdominal ligation of the lobes and removal of 2/3 of the liver (Higgins & Anderson 1931). After the surgical procedure mice were placed in a warmed cage to recovery from surgery. Six animals *per* experimental group (n=2 experiments) were used for each time point and livers were pooled prior to analysis. Livers were collected before resection (T0) and at different time periods after PH (36, 48 and 72 hours) (Della Fazia *et al*. 2005). Two hours before harvesting the regenerating livers at the indicated time points, the animals received an intraperitoneal injection of BrdU in PBS (100 μg/g body weight). Once the animals had been sacrificed, liver tissues were frozen and cryostat sections (3 μm), cut and fixed in 4% paraformaldehyde for 15 minutes. **Histology** The liver histology and the proliferative activity was assessed by counting the mitotic nuclei, highlighted after staining with hematoxylin-eosin (H&E) and through methods of immunohistochemistry, using bromodeoxyuridine (BrdU). The histology was observed by H&E sections at 400 magnification, using a microscope Olympus B x 40. The histological sections (3 μm) cut and fixed in 4% paraformaldehyde for 15 minutes were used for mitosis evaluation. Slides were stained with a primary mouse anti-BrdU antibody (abcam®). The sections were analyzed and the images were captured with a Zeiss Axioplan fluorescence microscope controlled by Spot-2 cooled camera (Diagnostic Instruments).

**References**

1. Della Fazia MA, Castelli M, Bartoli D, Pieroni S, Pettirossi V, Piobbico D, Viola-Magni M , Servillo G (2005). HOPS: a novel cAMP-dependent shuttling protein involved in protein synthesis regulation. *J Cell Sci*. **118**, 3185-3194.
2. Dimri GP, Lee X, Basile G, Acosta M, Scott G, Roskelley C, Medrano EE, Linskens M, Rubelj I, Pereira-Smith O , et al. (1995). A biomarker that identifies senescent human cells in culture and in aging skin in vivo. *Proc Natl Acad Sci U S A*. **92**, 9363-9367.
3. Frank SR, Schroeder M, Fernandez P, Taubert S , Amati B (2001). Binding of c-Myc to chromatin mediates mitogen-induced acetylation of histone H4 and gene activation. *Genes Dev*. **15**, 2069-2082.
4. Higgins, G. M. and Anderson, R. M. (1931). Experimental pathology of liver: restoration of liver in white rat following partial surgical removal. *Arch. Pathology* **12**, 186-202.
5. Maier B, Gluba W, Bernier B, Turner T, Mohammad K, Guise T, Sutherland A, Thorner M , Scrable H (2004). Modulation of mammalian life span by the short isoform of p53. *Genes Dev*. **18**, 306-319.
6. Martinato F, Cesaroni M, Amati B , Guccione E (2008). Analysis of Myc-induced histone modifications on target chromatin. *PLoS One*. **3**, e3650.
7. Schindelin J, Arganda-Carreras I, Frise E, Kaynig V, Longair M, Pietzsch T, Preibisch S, Rueden C, Saalfeld S, Schmid B, Tinevez JY, White DJ, Hartenstein V, Eliceiri K, Tomancak P , Cardona A (2012) Fiji: an open-source platform for biological-image analysis. *Nat Methods*. **9**, 676-682.

How the deposited data were processed for this re-analysis (not part of the article)

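RNA of embryonic fibroblasts was measured on 28 Affymetrix arrays in 8 groups. WT, p53−/− and p66−/− cells gave 4 untreated arrays and 4 arrays after 400 μM H2O2 each, and WT and p66−/− cells gave 2 arrays each after 0.25 μg/ml of doxorubicin. The exposure of 4 h comes from the sample labels alone. The labels name the strain C57Bl/6, whereas the paper names sv129.

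The authors normalized the arrays with RMA in Partek 6.5, as the submitters' notes state, and the deposited values are on the log2 scale, between 1.953 and 13.47. No further transformation was applied. Array signals have no sequencing depth, and the number of arrays limits the precision of a mean.

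Of 45141 probe sets, 104 control probe sets were left out and 45037 were tested. A single gene symbol was found for 28898 of them, which stand for 17097 genes. Several symbols were given for 551 and none for 15588, and these enter the counts of probe sets but not those of genes. Trp53, Ccnb1 and Cdc25a are not reported for this reason.

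limma 3.58.1 in R 4.3.3 fitted a mean for each of the 8 groups and moderated the spread of each probe set. Each treatment was compared with untreated cells of the same genotype, the responses were compared between genotypes by interaction terms, and untreated mutant cells were compared with untreated WT cells. The thresholds of the study were an unadjusted p under 0.05 and a change of at least 1.5-fold, and adjusted p-values follow Benjamini and Hochberg. Groups of 4 arrays were also compared by a two-sided exact permutation test.

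The fixed gene lists comprise p53 targets, G2 and mitosis, G1-S and replication, Nrf2 antioxidant genes, heat shock, unfolded protein and integrated stress responses, immediate early genes, inflammatory secretion, interferon, fibroblast matrix, cholesterol synthesis, hypoxia and glycolysis, the circadian clock, housekeeping, sex-linked genes and markers of other cell types. They were tested with camera at a preset correlation of 0.01, and again with the correlation estimated from the arrays.

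Named genes follow a rule. For each treatment they are the 8 largest rises and the 8 largest falls among probe sets with an adjusted p under 0.05 whose treated arrays all lay beyond the untreated ones, and for each interaction the 5 largest differences either way. Genes that the paper names for MEFs are given at their probe set with the highest mean, as are up to 4 members of each list with the lowest adjusted p and each member that went against the rest. Examples outside this rule are marked where they occur. Values in the paper's tables had been seen when the rule was written.

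Whether replicate numbers pair the treated with the untreated samples was checked on the values. Deviations from the group means correlated between samples of the same number at 0.51 to 0.75 for H2O2, and the number was used as a block in an alternative fit. In p66−/− cells, H2O2 replicates 3 and 4 did not correlate best with their own number, so that their pairing is not shown. For Doxo the correlations were -0.08 to 0.05, so that the numbers do not pair them. The fit with the block uses these numbers for the Doxo arrays all the same.

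The fit was tested on simulated data. In the simulated WT H2O2 arrays, 50 probe sets each were given a 1.5-fold rise, a rise of 1, a fall of 1 and a rise of 2 on the log2 scale. Of these 48, 82, 82 and 92% were recovered, and of all 157 calls 5 were false.

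The alternatives tried were a plain test without moderation, fits to the compared groups alone, leaving out the lowest 40% of values, a further quantile normalization, the replicate block, untreated WT cells as the reference of all groups, an adjusted p at 1.5-fold, a 2-fold threshold, 1 probe set per gene, dependence judged by the interaction term, and leaving out each array. Fits with the p53−/− labels exchanged and fits to each array set were added after the values were seen. Other splits of the same arrays into groups of equal size were tested in the same way. The thymus, the Q-PCR and the protein experiments were left out, as the deposited arrays analysed here hold fibroblasts only.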

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

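All explanations weighed in this part were written down after the result was seen, and so were the fits with the p53−/− labels exchanged and those to each array set.

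A group of 4 arrays was marked where the gap between its most distant array and the nearest other was too large a part of the range of the group by Dixon's test at the 95% level. This held in 8 of 98 groups, and chance marks about 1 in 20. Gadd45a in H2O2-treated p66−/− cells had a gap of 0.938 of its range, with replicate 2 apart from the others. The gap was 0.841 for Gadd45a on the p53−/− arrays labelled untreated, 0.838 for Ddit3 in H2O2-treated WT cells and 0.96 for Ddit3 on the p53−/− arrays labelled untreated. It was 0.881 for Hmox1 on the p53−/− arrays labelled untreated and 0.871 for Phlda3 on those labelled H2O2. The median H2O2 change per pair had a gap of 0.855 in p66−/− cells, and that of the G2-M genes of the study had one of 0.833 in p53−/− cells.

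The response to H2O2 differed between genotypes by the test of the interaction. It differed between p53−/− and WT cells at 4866 probe sets by the labels and at 9 with the labels exchanged, and between p66−/− and WT cells at 1.

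Signals outside what the paper discusses were a difference between untreated p53−/− and WT cells at 2141 probe sets by the labels and at 38 with the labels exchanged. The others were medians of gene lists. They were -0.69 for cholesterol synthesis and 0.38 for the circadian clock in WT cells after H2O2, and -0.62 for the immediate early genes in WT cells after Doxo. The circadian list had a camera adjusted p of 0.0059 (adjusted p = 0.033 with an estimated correlation, and 0.053 with the replicate block as well), and Tef rose in it.

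The opposite direction of the p53−/− arrays may come from treated and untreated arrays exchanged in their labels. On 328 probe sets chosen in WT and p66−/− cells alone, 8 of the 8 p53−/− arrays lay on the side opposite to their label (two-sided exact permutation test, p = 0.029), which an exchange and a true opposite response would both give. The arrays labelled H2O2 differed from untreated WT cells at 38 probe sets and those labelled untreated at 2141, which fits the exchange, while an opposite response from cells like untreated WT cells would place them the other way round. An opposite response of p53−/− cells already stressed before treatment would give the same counts, is not excluded by any array and stays open. The p53−/− fold changes of Dataset S1a, however, equal the arrays labelled untreated minus those labelled H2O2 at 98.3% of 1798 probe sets. They equal the labelled difference at 0.0556%. This argues against the labels as given, although it shows only how the authors read the arrays. The Q-PCR of the paper found its G2-M genes lowered in WT cells and not in p53−/− cells, which runs against a WT-like response and does not settle the labels.

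Doxo changed many more probe sets than H2O2. Whether the authors' normalization accounts for this cannot be told. RMA already brings the arrays to a common distribution, and a further quantile normalization repeats that step. After it 15673 probe sets still changed in WT cells. Degraded RNA does not account for the larger number, as the 3′ signal of Gapdh exceeded its 5′ signal by -0.08 in the Doxo arrays, between the means of the other sets. A separate array set could, since the WT Doxo change correlated at 0.73 across probe sets with the difference between array sets in untreated p66−/− cells (0.41 in untreated WT cells). At an adjusted p under 0.05 the sets differed at 1 and 0 probe sets there, with 2 arrays against 2, and at 2952 in p66−/− and 164 in WT cells with 4 against 4, treated and untreated together. No untreated array in the Doxo set can tell the array set from the effect of Doxo, the biological explanation.

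Smaller changes in p66−/− than in WT cells could follow from choosing genes by their change in WT cells. Probe sets were therefore chosen in p53−/− cells, each change being signed by its direction there with the labels exchanged. The median change per pair then ran from 0.544 to 0.876 in WT and from 0.175 to 0.567 in p66−/− cells (two-sided exact permutation test, p = 0.057), which cannot tell. By the labels these signs turn. A difference between array sets cannot be excluded, as the response differed between the genotypes at 300 probe sets in replicates 3 and 4 and at 0 in replicates 1 and 2, where WT cells also had 0 calls. Loss of p66, the biological explanation, is left beside these.

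The same arrays were also split in all other ways into groups of equal size. For the 1650 probe sets that changed in WT cells, chance can be excluded at this number of splits (1 of 35 splits as large, highest other 164). For the 2099 passing probe sets and 1279 genes it cannot (2 of 35 each), as the split by array set gave 3897 and 2346, nor for the 7 lists called (7 of 35, highest other 8). In p53−/− cells it can be excluded for 2054 changed probe sets (1 of 35, highest other 980). It cannot for 2152 passing probe sets (2 of 35, the split by array set giving 3251) and for 6 lists (7 of 35, highest other 9). In p66−/− cells it cannot be excluded for 409 passing probe sets (13 of 35) and 8 changed probe sets (2 of 35), where the split by array set gave 4304 and 2952, nor for 6 lists (16 of 35, highest other 11). The study chose its G2-M genes on these arrays, so that the splits decide nothing for their medians of 0.62 in WT (1 of 35, highest other 0.52), 0.41 in p53−/− (1 of 35, highest other 0.25) and 0.13 in p66−/− cells (17 of 35, highest other 0.30).

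For untreated p53−/− against WT cells chance can be excluded (1 of 35 splits, real 2141, highest other 3), as for the interaction of p53 with H2O2 (1 of 100, real 4866, highest other 1093). For untreated p66−/− against WT cells every split is as large as a count of 0 by construction (35 of 35, highest other 3), and a count of 1 for the interaction of p66 with H2O2 (4 of 100 as large, highest other 55) lies at the floor as well, so that neither test decides anything. Among the 8 splits that part all 4 pairs, the real one alone was as large in passing probe sets, with 559 the highest other in WT, 770 in p53−/− and 243 in p66−/− cells, and in changed probe sets, with 0, 3 and 0 the highest others. Of these 8 splits, 3, 1 and 4 called as many lists. As 1 of 8 is the smallest share they allow, they exclude nothing by themselves.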

How the results depend on the processing

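The fits with exchanged labels and those to each array set were chosen only after the results were seen; the other alternatives were planned. Of the planned comparisons 149 stayed as they were, 54 moved, 4 lost their call and 3 reversed. Where no cause is given, the cause was not tested.

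Without moderation 5 probe sets changed in p66−/− cells after H2O2. With only the arrays of the groups compared, which gives each test fewer arrays, 789 changed in WT, 1176 in p53−/− and 0 in p66−/− cells after H2O2 and 1197 between untreated p53−/− and WT cells. The p66-dependent share was then 86.2% of the H2O2 genes, 86.3% of the p53-dependent genes and 14.6% of the Doxo genes. With low values left out, 15 probe sets changed in p66−/− cells after H2O2, the interaction of p66 with H2O2 held at 0, and the p66-dependent share of the Doxo genes was 10.7%. With quantile normalization the median of the study's G2-M genes in p66−/− cells after Doxo turned to 0.11.

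The replicate block gave 3131 changed probe sets in WT, 4129 in p53−/− and 46 in p66−/− cells after H2O2, 7781 for the interaction of p53 with H2O2 and 4302 between untreated p53−/− and WT cells. The share of p53/p66-dependent genes found after Doxo was 69.6%, the p66-dependent share of the Doxo genes 11%, and the G2-M median in p66−/− cells after Doxo 0.16. These values after Doxo rest on replicate numbers that do not pair the Doxo arrays. Beyond the results where it is given, the block changed no call of a list with the preset correlation. With untreated WT cells as the reference, 265 probe sets passed and 38 changed in p53−/− cells, and the p66-dependent share of the Doxo genes was 11.4%.

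With an adjusted p and 1.5-fold, 1215 probe sets passed in WT, 1281 in p53−/− and 8 in p66−/− cells after H2O2, with 761 WT genes, 409 of them common with Doxo. The p66-dependent share was 99.2% of all and 99.2% of the p53-dependent genes, and 53.6% of the p53/p66-dependent genes were found after Doxo. At 2-fold, 620, 674 and 99 probe sets passed after H2O2 in WT, p53−/− and p66−/− cells and 5281 and 5805 after Doxo in WT and p66−/− cells, with 406 H2O2 genes, 2990 Doxo genes and 201 common. The p53-dependent share was 99.8%, the p66-dependent share 87.4% of all and 87.4% of the p53-dependent genes and 9.53% of the Doxo genes, and 50.8% were found after Doxo. A stricter threshold passes fewer genes by construction. With 1 probe set per gene the p66-dependent share of the Doxo genes was 10.5%, and 53.2% of the p53/p66-dependent genes were found after Doxo.

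With dependence by the interaction, 97.5% of the H2O2 genes were p53-dependent and 2.97% p66-dependent, as were 3.05% of the p53-dependent and 0 of the Doxo genes, and 78.9% were found after Doxo. The p66-dependent share of the H2O2 genes exceeds what the single called probe set would give, and so rests on a looser threshold than that call. With an estimated correlation the study's G2-M genes lost their call after H2O2 in WT (-0.62) and p53−/− cells (0.41) and after Doxo in WT (-0.22) and p66−/− cells (-0.05). The lists called were then 2 in WT, 3 in p53−/− and 2 in p66−/− cells after H2O2 and 0 and 0 after Doxo. The textbook G2-M list in place of that of the study had a median of 0.07 in p66−/− cells after Doxo.

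With the p53−/− labels exchanged, 34.2% of the genes were p53-dependent, 91.6% of these p66-dependent, and 53.9% of the p53/p66-dependent genes were found after Doxo. The interaction held at 9 probe sets, untreated p53−/− and WT cells differed at 38, and the G2-M median was -0.41. With the block as well these were 32.7%, 89.7%, 63.9%, 15, 78 and -0.41, with 4129 changed probe sets. With dependence by the interaction 1.95% were p53-dependent.

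Each array set alone has fewer arrays than the full fit. As both sets have the same number, this does not account for a difference in calls between them. In replicates 1 and 2 alone, 0 probe sets changed after H2O2 in WT, 0 in p53−/− and 0 in p66−/− cells. In p66−/− cells 703 passed. The interactions of p53 and p66 held at 619 and 0, and untreated p53−/− and WT cells differed at 2. With the labels exchanged in this set, the p53−/− calls, the interaction and the untreated difference were 0, 0 and 0, the shares 58.5% and 92.3% and the G2-M median -0.45. In replicates 3 and 4 alone, 2969 changed in WT, 3726 in p53−/− and 114 in p66−/− cells, and 3321, 3780 and 939 passed, with 1926 WT genes. The interactions held at 7644 and 300, untreated p53−/− and p66−/− cells differed from WT at 3810 and 14, and the p66-dependent shares were 89.3% of all and 89.3% of the p53-dependent genes. With the labels exchanged in this set, 3780 passed and 3726 changed, the interaction held at 26 and the untreated difference at 74, the shares were 30.5% and 92.5% and the G2-M median -0.36. Beside replicates 1 and 2, the p66-dependent share of the Doxo genes was 10.6%, the G2-M median in p66−/− cells 0.24 and the lists called 3. Beside replicates 3 and 4 this share was 21.2%, with 1409 common genes and 73.5% found after Doxo.

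Leaving out each array in turn gave 1994 to 2315 passing probe sets and 1238 to 1415 genes in WT cells after H2O2, and 1082 (without WT untreated replicate 4) to 1590 changed ones. In p53−/− cells 1874 to 2687 passed and 1281 to 2324 changed, with 1281, 1367 and 1330 without untreated replicates 4 and 3 and H2O2 replicate 1. In p66−/− cells 251 (without H2O2 replicate 2) to 828 (without untreated replicate 2) passed, with 626 and 616 without H2O2 replicates 3 and 4. There 1 (without untreated replicate 4 or H2O2 replicate 2) to 94 (without H2O2 replicate 1) changed, with 2 without untreated replicate 1 or 3, 5 without untreated replicate 2 and 4 without H2O2 replicate 4.

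After Doxo 8355 to 10462 probe sets and 4859 to 6032 genes passed in WT and 9892 to 12138 probe sets in p66−/− cells. In WT cells 7121 (without Doxo replicate 2) to 14529 changed, and in p66−/− cells 10833 (without Doxo replicate 2) to 18829. A Doxo group that loses an array keeps 1, which is assumed to vary like the other groups. The p53-dependent share was 99.4 to 99.7% and the common genes 636 to 882. The p66-dependent share was 75.9% (without p66−/− H2O2 replicate 1) to 91.3% (without H2O2 replicate 2) of the H2O2 genes and 76.2 to 91.4% of the p53-dependent genes. It was 10% (without p66−/− untreated replicate 3) to 19.8% (without p66−/− Doxo replicate 1) of the Doxo genes, and 51% (without WT Doxo replicate 2) to 63.5% (without WT H2O2 replicate 1) of the p53/p66-dependent genes were found after Doxo.

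The interaction of p53 with H2O2 held at 4155 to 5248 probe sets, that of p66 with H2O2 at 1 to 18 (without p66−/− H2O2 replicate 2; 2 without WT H2O2 replicate 2) and that of p66 with Doxo at 0 to 2 (without p66−/− Doxo replicate 2). Untreated p53−/− and WT cells differed at 1356 (without WT untreated replicate 1) to 2148, untreated p66−/− and WT cells at 0 to 0. The G2-M median of the study was -0.72 to -0.50 in WT, 0.35 to 0.41 in p53−/− and -0.20 to 0.01 (without H2O2 replicate 2) in p66−/− cells after H2O2. After Doxo it was -0.32 to -0.16 in WT and -0.17 to 0.14 in p66−/− cells, turning without untreated replicate 3 (0.14) or 4 (0.12) or Doxo replicate 2 (0.07).

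No named gene with a call turned its direction under the plain test, quantile normalization, the block or leaving out an array. Exchanging the p53−/− labels, which is not counted here, turns every change after H2O2 in p53−/− cells. Of 345 called values the plain test lost 16 and gained 2, quantile normalization lost 16 and gained 16, and the block lost 1 and gained 90. Leaving out an array lost 290 of 2384 and gained 41. Signal over background was not measured separately, and the number of arrays limits what can be called.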

Differences from the paper's values

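Fits with the p53−/− labels exchanged, alone or with the block, an array set or dependence by the interaction, and fits of the Doxo arrays beside one array set were chosen only after the results were seen; the other alternatives named in this part were set before the data were examined. Counts of genes are at the paper's thresholds except where a 2-fold threshold is named, which is not the paper's and lowers the WT total to 406 genes. Values after Doxo with the block rest on replicate numbers that do not pair the Doxo arrays.

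The paper gives 453 p53-dependent genes after H2O2, and 1272 were found here by the labels. The 1272 include 841 genes that passed in the opposite direction in p53−/− cells, which the paper's class of unchanged genes leaves out. A count without them was not among the alternatives. Leaving the 841 out of the 1272 would bring the count by the labels near the paper's 453 as well. This gap in the count alone therefore cannot tell which reading of the labels holds. The paper's classes go further, as its remaining genes changed in p53−/− cells in the same direction as in WT cells. Of the 1279 genes here, 7 passed in the WT direction in p53−/− cells by the labels, and 841 with the labels exchanged. Between these readings, only the exchanged labels come near the paper's classes. This shows how the authors read the arrays and does not by itself settle the labels. The shares and classes below also include genes that passed in the opposite direction. Of the alternatives set before the data were examined, only the 2-fold threshold gives a count within the paper's (405), and this is 99.8% of its WT genes. The exchanged labels, chosen after seeing the values, close it with 438 genes and drop 40 of the paper's 453. With the block as well, also chosen after seeing the values, there were 478, with 22 of the paper's genes dropped, and in replicates 3 and 4 alone, chosen after seeing the values, there were 588, with 247 dropped. The exchanged labels in replicates 1 and 2 alone (716) and with dependence by the interaction (25) do not close it.

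The paper gives this as about 30% of the genes, and 99.5% were found here. None of the alternatives set before the data were examined closes this gap. Leaving out the 841 genes that passed in the opposite direction was not among them. It would bring the share by the labels near the paper's. The 841 genes would still run opposite to WT cells, whereas the paper's remaining genes changed in the WT direction. The exchanged labels, chosen after seeing the values, close it at 34.2% and drop 40 of the paper's 453 genes. The share was 32.7% with the block as well (22 dropped) and 30.5% in replicates 3 and 4 (247 dropped), both also chosen after seeing the values. The exchanged labels in replicates 1 and 2 alone (58.5%) and with dependence by the interaction (1.95%) do not close it.

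The paper gives 387 genes dependent on both p53 and p66, and 1068 were found here. Of the alternatives set before the data were examined, the 2-fold threshold closes this gap (354), and the others do not. The exchanged labels, chosen after seeing the values, close it with 401 genes and drop 24 of the paper's 387. There were 429 with the block as well (20 dropped) and 544 in replicates 3 and 4 (226 dropped), both also chosen after seeing the values. In replicates 1 and 2 alone there were 661, which does not close it.

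The paper leaves 66 p53-dependent genes that did not depend on p66, and 204 were found here. Of the alternatives set before the data were examined, the 2-fold threshold closes this gap (51), and the others do not. Leaving out one array gave 110 (without p66−/− H2O2 replicate 2) to 304 genes (without p66−/− H2O2 replicate 1). The exchanged labels alone (37) or with dependence by the interaction (25) do not close it. With the block as well they close it with 49 genes, chosen after seeing the values, and drop 6 of the paper's 66. In replicates 1 and 2 alone there were 55 (50 of the paper's 66 dropped) and in replicates 3 and 4 alone 44 (42 dropped), both also chosen after seeing the values.

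The paper finds about 19% of the p53-dependent genes among those common with Doxo, and 58.5% were found here. No alternative set before the data were examined closes this gap, the nearest being the 2-fold threshold at 49.4%. The exchanged labels do not close it either, with 54.3%, 65.1% with the block and 72% with dependence by the interaction, nor do the Doxo arrays beside replicates 1 and 2 (59%) or 3 and 4 (71.3%). The paper's wording takes this share from the p53-dependent genes, although its 153 genes dependent on both would by themselves be 33.8% of its 453. Taken from the genes common to both treatments, the share here was 99.3% by the labels and 31.8% with the labels exchanged.

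The paper gives 153 genes dependent on both that also changed after Doxo, and 633 were found here. The 2-fold threshold, set before the data were examined, closes this gap (180), and the others do not. The exchanged labels, chosen after seeing the values, close it with 216 genes and drop 24 of the 387 genes that the paper counts as dependent on both, while with the block as well (274) they do not close it. As a share of the genes dependent on both the paper gives about 18%, although its 153 genes are 39.5% of its 387 and 18.7% of its 820 common genes. Of the genes dependent on both, 59.3% were found here, or 53.9% with the labels exchanged. Taken from the genes common to both treatments, the share here was 84.5% by the labels and 28.8% with the labels exchanged. No alternative brings the share of the genes dependent on both within 1.5 times of 18%.

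The paper gives 10 genes dependent on both that also depended on p66 after Doxo, less than 3%, and 58 were found here, or 5.43%. Of the alternatives set before the data were examined, only the 2-fold threshold closes the gap in genes (11). A share below 3% comes from dependence by the interaction alone, which counts 0 genes as p66-dependent after Doxo. The share comes within 1.5 times of 3%, though not below it, with the 2-fold threshold (3.11%), untreated WT cells as the reference (3.2%), the replicate block (3.86%) and without WT Doxo replicate 2 (3.68%) or WT untreated replicate 1 (4.43%). It moves away to 113 genes (10.6%) and 82 (7.71%) without p66−/− Doxo replicates 1 and 2 and to 84 (8.33%) without p66−/− untreated replicate 2. The exchanged labels close neither, with 27 genes and 6.73%. With the block as well they leave 19 genes and bring the share within 1.5 times of 3% at 4.43%, chosen after seeing the values, with 20 of the paper's 387 genes dropped. The Doxo arrays beside replicates 1 and 2 do so at 4.41% with 48 genes, also chosen after seeing the values, with 121 of the 387 dropped, and beside replicates 3 and 4 they do not (7.79%).

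The paper states that p53-dependent responses are lost in p53−/− cells. By the labels 841 of the 1272 p53-dependent genes passed in the opposite direction there. With the labels exchanged, 438 of 1279 genes did not pass in the WT direction.

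Of the G2-M genes that the paper's dataset marks as lowered in MEFs, 32 of 33 measured here lay below 0, which goes with the paper, and 9 fell at an adjusted p under 0.05. Of those it also names in its text, Cdk1, Aurkb and Cenpe had log2 changes of -0.36, -0.26 and -0.75 at their probe sets with the highest mean (adjusted p = 0.72, 0.94 and 0.68 from limma). Plk1, Ccna2, Cdc20, Anln, Bub1b and Kif22, which the dataset marks as lowered, were not called here at an adjusted p under 0.05 and were called with the replicate block (adjusted p = 0.017, 0.014, 0.0043, 0.012, 0.032 and 0.0093 from limma), an alternative set before the data were examined.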

Other observations

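The comparison of shares between classes of genes in this part, its explanations, the array-set fits and the tests of list interactions were chosen only after the result was seen.

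Outside the cell cycle, single genes of further groups changed in WT cells after H2O2. Tef had a log2 change of 1.11 (adjusted p = 0.00017 from limma) as the 1 of 12 circadian clock genes that rose, and none fell (3 rose when adjusted over the list alone). Of 15 genes of hypoxia and glycolysis 1 rose and 3 fell. Ndrg1 rose by 1.78, while Ankrd37, an ankyrin repeat protein induced by hypoxia, and the glucose transporter Slc2a1 fell by 1.00 and 0.80 along with Adm. Of 13 heat shock genes, Hspb8, a small chaperone, rose by 0.77 and Hspa1b, an inducible Hsp70, fell by 1.85 (list camera adjusted p = 0.15). Of 20 immediate early genes Klf4 rose by 1.65 and Dusp6, a phosphatase that restrains ERK, fell by 2.08 (list camera adjusted p = 0.75). The array sets go opposite ways on this list, with a median of 0.26 in replicates 1 and 2 alone (camera adjusted p = 0.022, adjusted p = 0.66 with an estimated correlation) and of -0.32 in replicates 3 and 4 alone (camera adjusted p = 7.8e-06, adjusted p = 0.014 with an estimated correlation). Of 19 matrix genes Ccn2 and Ccn1 fell, by 1.04 and 2.37 (list camera adjusted p = 0.055).

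None of 22 genes of inflammatory secretion, 18 interferon genes, 9 housekeeping genes and 6 sex-linked genes changed in WT cells after H2O2 (camera adjusted p = 0.75, 0.49, 0.95 and 0.69). Of the markers of other cell types only Adipoq, a hormone of fat cells, rose, by 1.07, and camera gave their lists adjusted p-values of 0.39 to 0.69. By the labels, the heat shock list had a median of 0.32 in p53−/− cells (camera adjusted p = 0.0012, adjusted p = 0.02 with an estimated correlation and 0.053 with the block as well) and the stress response list one of -0.39 (camera adjusted p = 1.1e-06, adjusted p = 0.045 with an estimated correlation and 0.053 with the block as well). With the labels exchanged the signs turn.

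In p66−/− cells after H2O2 the inflammatory secretion list had a median of -0.33 (camera adjusted p = 0.004, adjusted p = 0.2 with an estimated correlation) and no gene in it was called. The muscle markers had a median of 0.20 there (camera adjusted p = 0.09). It was 0.52 in replicates 3 and 4 alone (camera adjusted p = 2.3e-05, adjusted p = 0.031 with an estimated correlation) and 0.00 in replicates 1 and 2 alone. The skeletal markers had medians of -0.29 (camera adjusted p = 0.02, adjusted p = 0.14 with an estimated correlation) and 0.02 in these sets. After Doxo 9 of 25 Nrf2 genes rose and 1 fell in WT cells (camera adjusted p = 0.31), 6 of 22 stress response genes rose and 2 fell (camera adjusted p = 0.86), and 5 of 12 circadian genes rose and 3 fell. Of the heat shock genes 1 rose and 5 fell in WT cells after Doxo, among them Hsp90aa1 with a log2 change of -3.18, with a median of 0.14 and a mean of -0.44 (camera adjusted p = 0.2). The G1-S list had a median of 0.27 and a mean of -0.10 after Doxo (camera adjusted p = 0.36), 3 rising and 7 falling. Of 5 erythroid markers 3 rose after Doxo in either genotype, the epithelial markers had medians of 0.49 in WT and 0.85 in p66−/− cells and the macrophage markers one of 0.75 in WT cells, although camera called no list of markers of other cell types. The 6 sex-linked genes had a median of -1.15 after Doxo in either genotype (camera adjusted p = 0.57 in WT and 0.53 in p66−/− cells). The response to Doxo differed between p66−/− and WT cells by a median of -0.34 over the immediate early genes (camera adjusted p = 0.0025, adjusted p = 0.84 with an estimated correlation). Over the inflammatory secretion, interferon and cholesterol lists the medians were -0.22, -0.36 and 0.29 (camera adjusted p = 0.016, 0.017 and 0.016, adjusted p = 0.84, 0.93 and 0.93 with an estimated correlation).

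In the untreated cells, Phlda3 and Btg2 were lower in p53−/− than in WT cells, by 2.14 and 1.60 by the labels and by 1.39 and 1.25 with the labels exchanged. Sesn2 was higher by 0.95 by the labels (adjusted p = 0.0034 from limma) and lower by 0.51 with the labels exchanged (adjusted p = 0.77). Atf3 and Gadd45a were higher by 3.09 and 2.94 by the labels (adjusted p = 3e-07 and 3.5e-06 from limma) and differed by 0.19 and -0.12 with the labels exchanged (adjusted p = 0.97 and 0.99). No probe set differed between untreated p66−/− and WT cells in limma, with 593 at an unadjusted p under 0.05.

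The leading principal component held 57.6% of the variance, and 92.6% of it lay between the array sets. Between the groups of genotype and treatment lay 73.4% of it. These shares overlap, as the Doxo arrays form a set of their own.

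Genes counted as p53-dependent with the labels exchanged were more often counted as p66-dependent. This could follow from the size of the WT change, since a small change is lost more easily in either mutant. Within strata of the WT change, over all 1279 genes, the odds ratio was 1.36 (95% confidence interval 0.879 to 2.14, exact conditional Cochran-Mantel-Haenszel test, two-sided, p = 0.18), which fits that explanation. Simulations that gave all genes the same ratio to the WT change in each mutant, 0.899 and 0.427, counted 94.4% of the p53-dependent genes as p66-dependent on average (92.6 to 95.9%). They also gave a p53-dependent share of 48 to 53.5%, which lies above the observed share, so that they cannot tell.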
